# MYL3 protects chondrocytes from senescence by inhibiting clathrin-mediated endocytosis and activating of Notch signaling

**DOI:** 10.1038/s41467-023-41858-7

**Published:** 2023-10-04

**Authors:** He Cao, Panpan Yang, Jia Liu, Yan Shao, Honghao Li, Pinglin Lai, Hong Wang, Anling Liu, Bin Guo, Yujin Tang, Xiaochun Bai, Kai Li

**Keywords:** Osteoarthritis, Senescence, Osteoarthritis

## Abstract

As the unique cell type in articular cartilage, chondrocyte senescence is a crucial cellular event contributing to osteoarthritis development. Here we show that clathrin-mediated endocytosis and activation of Notch signaling promotes chondrocyte senescence and osteoarthritis development, which is negatively regulated by myosin light chain 3. Myosin light chain 3 (MYL3) protein levels decline sharply in senescent chondrocytes of cartilages from model mice and osteoarthritis (OA) patients. Conditional deletion of Myl3 in chondrocytes significantly promoted, whereas intra-articular injection of adeno-associated virus overexpressing MYL3 delayed, OA progression in male mice. MYL3 deficiency led to enhanced clathrin-mediated endocytosis by promoting the interaction between myosin VI and clathrin, further inducing the internalization of Notch and resulting in activation of Notch signaling in chondrocytes. Pharmacologic blockade of clathrin-mediated endocytosis-Notch signaling prevented MYL3 loss-induced chondrocyte senescence and alleviated OA progression in male mice. Our results establish a previously unknown mechanism essential for cellular senescence and provide a potential therapeutic direction for OA.

## Abstract (web summary)

Age is the greatest risk factor for osteoarthritis (OA) and chondrocyte senescence is an important cellular event that contributes to OA development. This study shows that clathrin-mediated endocytosis and activation of Notch signaling promotes articular chondrocyte senescence and OA development, which is negatively regulated by myosin light chain 3 (MYL3).

## Introduction

Cellular senescence is a state of irreversible growth arrest, which has been noted as one of the hallmarks of aging^1,2^. The typical features of senescent cells include elevated expression of p21-, p16^INK4A^-, and p53-positive staining for senescence-associated β‑galactosidase, and secretion of senescence-associated secretory phenotype (SASP) factors^3,4^. Osteoarthritis (OA) is the most prevalent chronic and disabling joint disorder with multiple risk factors including age, obesity, trauma, genetics, and sex, which aging is the most prominent one^5,6^. Chondrocytes, a unique cell type in cartilage tissue, undergo cellular senescence with aging and contribute to dysregulation of anabolic and catabolic homeostasis in cartilage during OA development^7–9^. Recent studies revealed that the removal of senescent chondrocytes using transgenic models or pharmaceutical intervention would decrease SASP secretion and attenuate posttraumatic and aged-OA progression in mice, indicating that targeting senescent cells (SnCs) could be a promising approach for OA therapy^10–12^. However, the occurrence and regulatory mechanism of chondrocyte senescence has not yet been fully addressed.

Recent reports have elaborated that disrupted endocytosis including clathrin-mediated endocytosis (CME), the major endocytic pathway in eukaryotic cells, is involved in cellular senescence^13–15^. CME controls the transport of the majority of transmembrane receptors and transporters from the plasma membrane to the cytoplasm with the aid of a clathrin coat^16,17^. Although this transport is essential for numerous cellular processes, such as the maintenance of membrane homeostasis and the regulation of intercellular signaling^18^, the role of CME in chondrocyte senescence and OA development has not been reported.

The myosins are a large family of actin-activated mechanoenzymes that generate force and movement along actin filaments by hydrolyzing ATP to produce mechanical energy^19,20^. Previous studies have identified several myosins as specific binding partners of clathrin that associate with clathrin-coated structures (CCS), among which myosin VI (MYO6) serves as a motor protein to move CCS into the cell by moving towards the minus ends of actin filaments^21–23^.

In this study, we uncovered the vital role of myosin light chain 3 (MYL3) in CME-mediated Notch signaling activation and chondrocyte senescence. Loss of MYL3 in chondrocytes leads to enhanced CME by promoting the interaction between MYO6 and clathrin, and consequently induces the internalization of Notch receptors and nuclear translocation of Notch intracellular domain (NICD), resulting in the activation of Notch signaling, chondrocyte senescence and OA.

## Results

### CME is enhanced and MYL3 expression is decreased in senescent chondrocytes

To investigate the role of CME in chondrocyte senescence, we examined endocytosis of Alexa Fluor 594-conjugated transferrin as a marker of general CME. Primary chondrocytes at passage seven or with H_2_O_2_ treatment displayed senescence phenotypes with increased senescence-associated β-galactosidase (SA-β-Gal) positivity and p16^INK4a^ expression (Fig. 1a and Supplementary Fig. 1a). We also noticed a stronger transferrin uptake and enhanced biotinylated transferrin uptake (Fig. 1b and Supplementary Fig. 1b, c), indicating that CME is enhanced in senescent chondrocytes.

**Fig. 1:**
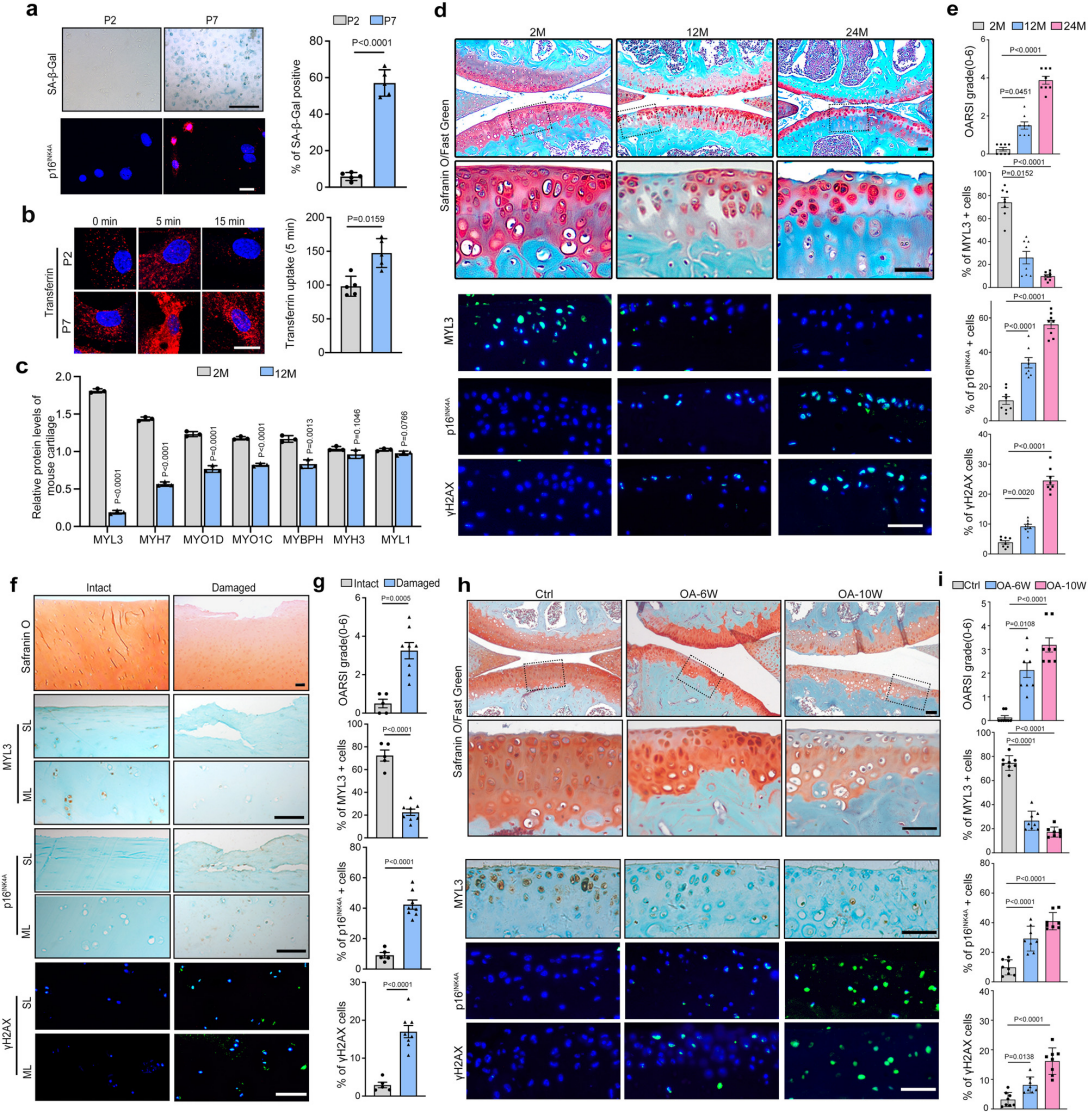
CME is enhanced and MYL3 expression is decreased in senescent chondrocytes. **a** Images and quantification of SA-β-Gal positivity and IF staining of p16^INK4A^ in mouse primary chondrocytes at passage 2 and 7. *n* = 5, bars = 25 μm. **b** Images and quantification of transferrin endocytosis in mouse primary chondrocytes at passages 2 and 7. *n* = 5, bars = 25 μm. **c** Quantification of the relative expression of myosins with a proteome-wide screen for the proteins of articular cartilage from 2- or 12-month-old mice. **d** Images of Safranin-O and IF staining of MYL3, p16^INK4A^, γH2AX and quantification (**e**) of OARSI scores, MYL3-, p16^INK4A^- and γH2AX-positive cells and in articular cartilage from 2-, 12- and 24-month-old mice, blue indicates DAPI staining of nuclei. *n* = 8, bars = 50 μm. **f** Images of Safranin-O, IHC of MYL3 and p16^INK4A^, and IF staining of γH2AX and quantification of OARSI, MYL3-, p16^INK4A^- and γH2AX-positive cells (**g**) in intact (*n* = 5) and damaged (*n* = 9) articular cartilage sections collected from OA patients. Bars = 50 μm. **h** Images of Safranin-O staining, IHC staining for MYL3 and IF staining of p16^INK4A^ and γH2AX, and quantification of OARSI scores and MYL3-, p16^INK4A^- and γH2AX-positive cells (**i**) in articular cartilage from mice of control, 6- and 10- weeks post DMM surgery. *n* = 8, bars = 50 μm. Data are all shown as means ± SD. *P* values are from two-tailed Mann–Whitney *U* test (**b**), two-tailed unpaired *t* test (**a**, **g**), one-way ANOVA test followed by Tukey’s post hoc test (p16^INK4A^, γH2AX in **e**, MYL3, p16^INK4A^, γH2AX in **i** and Kruskal–Wallis test followed by Dunn’s post hoc test (OARSI, MYL3 in **e**, OARSI in **i**). *n* indicates the number of biologically independent samples, mice per group, or human specimens. Source data are provided as a Source Data file.

Further, to explore the mechanisms that control CME and cellular senescence in chondrocytes, we performed proteome-wide screening with articular cartilage from young (2-month-old) and aged (12-month-old) mice. In the 3171 proteins identified, MYL3, a member belonging to the myosin families which known to be involved in the regulation of CME, was found to be the most downregulated protein among the myosin families in the cartilage of aged mice compared to young mice. (Fig. 1c and Supplementary Table 1). Next, immunofluorescence (IF) staining of MYL3 was performed in articular cartilage from mice aged 2, 12, and 24 months, and we confirmed that as cartilage degeneration progressed, Osteoarthritis Research Society International (OARSI) scores, markers for senescence (p16^INK4a^), DNA damage (γ-H2AX), and CME (MYO6 and clathrin) in articular chondrocytes were all upregulated. However, the ratio of MYL3-positive chondrocytes in aged mice was significantly lower compared with that in young mice (Fig. 1d, e, Supplementary Fig. 1d). In addition, we confirmed the reduced expression of MYL3 in damaged cartilage compared to intact human cartilages, accomplished with increased senescence, DNA damage, and CME markers (Fig. 1f, g, Supplementary Fig. 1e). Additionally, in the surgical destabilization of the medial meniscus (DMM) surgery-induced posttraumatic OA mice model, we also detected significantly decreased MYL3 level with enhanced senescence and CME in chondrocytes of articular cartilage along with the progression of OA (Fig. 1h, i, Supplementary Fig. 1f). Western blot analysis showed that chondrocytes at passage seven or chondrocytes exposed to H_2_O_2_ displayed increased protein levels of senescence markers and decreased protein levels of MYL3 (Supplementary Fig. 1g, h).

Taken together, these data demonstrated that CME is enhanced in senescent chondrocytes, while MYL3 is reduced during chondrocyte senescence and OA progression.

### MYL3 inhibits CME and protects chondrocytes against cellular senescence

We then explored the role of MYL3 in CME and cellular senescence in chondrocytes. Firstly, we traced CME by co-staining MYO6 and clathrin in chondrocytes at different passages and observed elevated CME at passage seven compared with passage two (Supplementary Fig. 2a). Inhibition of CME process through pharmacological (dynasore) or genetic (clathrin knockdown or enforced DynK44A mutant expression) approaches decreased the levels of senescence markers at different passages or with H_2_O_2_ stimulation (Supplementary Fig. 2b, c). These data suggest that inhibition of CME process protect against senescent in chondrocytes. Next, in chondrocytes with *Myl3* knockdown lentivirus (*Myl3*-KD), we noticed a stronger transferrin uptake than control, while overexpression of *Myl3* showed less (Fig. 2a). Consistent with the results of H_2_O_2_ stimulation, knockdown of *Myl3* enhanced, while overexpression of *Myl3* (*Myl3*-OE) inhibited, transferrin uptake (Supplementary Fig. 3a). To illustrate how MYL3 regulated CME, we tested whether MYL3 interacted with MYO6 or clathrin, two major regulators of CME. Co-immunoprecipitation analysis revealed that MYL3 interacted with MYO6, but did not bind to clathrin (Fig. 2b, c). In chondrocytes stimulated by H_2_O_2_, the interaction, and co-localization of MYO6 and clathrin were enhanced compared with controls (Supplementary Fig. 3b). Moreover, following *Myl3* knockdown, we noted that the interaction between MYO6 and clathrin was strengthened but was restrained when MYL3 was overexpressed (Fig. 2d, Supplementary Fig. 3b). Using IF double staining, we confirmed that in chondrocytes of passage seven or with H_2_O_2_ stimulation, co-located MYO6 and clathrin were enhanced by *Myl3* knockdown and decreased when MYL3 was overexpressed (Fig. 2e, Supplementary Fig. 3c). We noticed that knockdown of *Myl3* enhanced SA-β-Gal activity and the protein level of senescence markers and SASP factor (Mmp13) at both passages two and seven, while overexpression of *Myl3* showed opposite effects (Fig. 2f–i). Moreover, following treatment with H_2_O_2_, knockdown of *Myl3* also significantly increased SA-β-Gal activity and elevated the protein level of senescence markers and SASP factor, while overexpression of *Myl3* exerted the opposite effects (Supplementary Fig. 3d–f). Taken together, our data indicate that MYL3 negatively regulates CME to protect against cellular senescence in chondrocytes by inhibiting the interaction between MYO6 and clathrin.

**Fig. 2:**
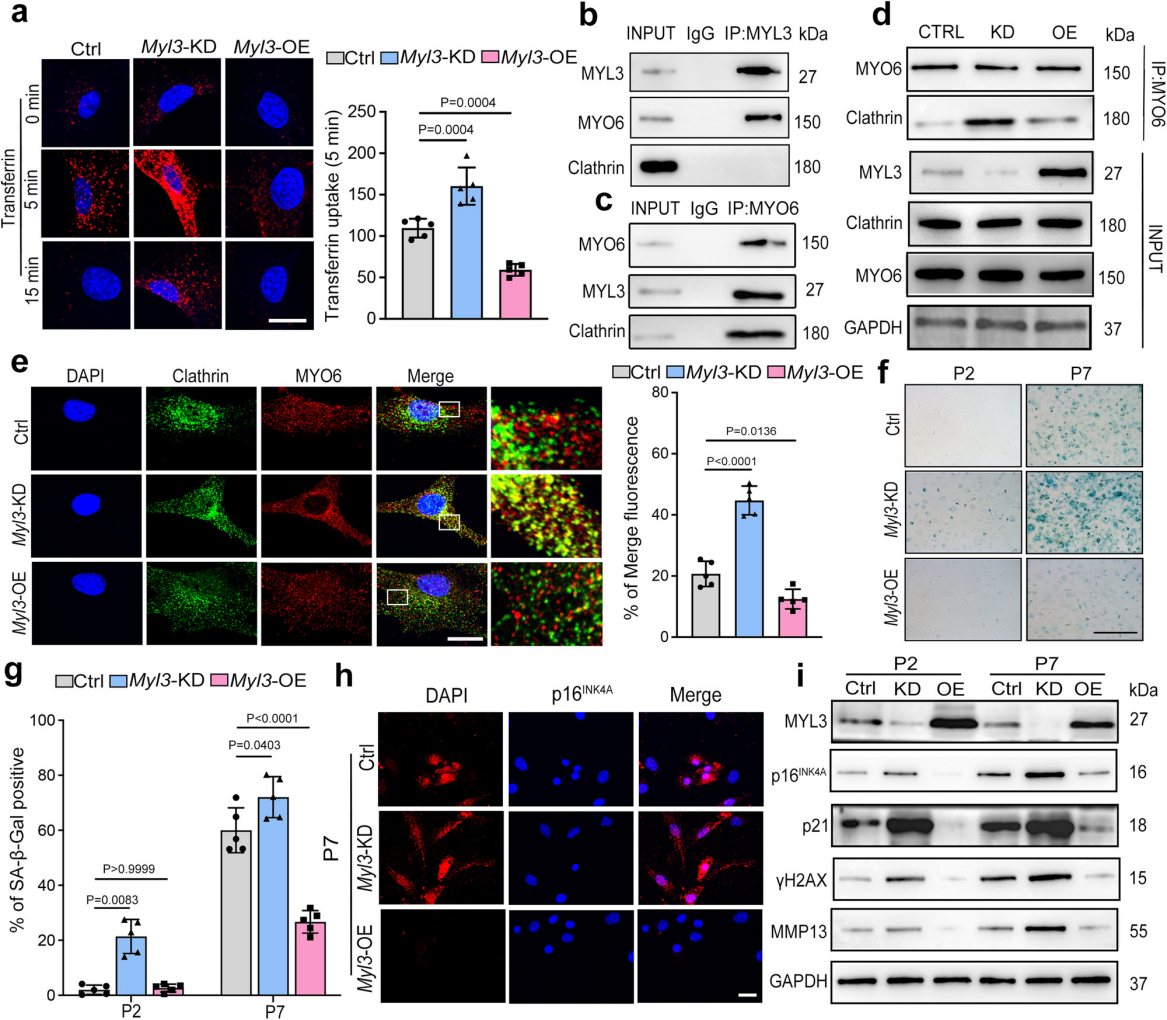
MYL3 negatively regulates CME and cellular senescence in chondrocytes. **a** Images and quantification of endocytosed transferrin in mouse primary chondrocytes transfected with control, *Myl3* shRNA knockdown (*Myl3*-KD) or overexpression adenovirus particles (*Myl3*-OE) at passage 4. *n* = 5, bars = 25 μm. **b** IP using control IgG and anti-MYL3 antibody in mouse primary chondrocytes to detect the binding of MYL3 with MYO6 and Clathrin. **c** IP revealed the binding of MYO6 and MYL3 or Clathrin in chondrocytes. **d** IP revealed the binding of MYO6 and Clathrin in mouse primary chondrocytes transfected with control, *Myl3*-KD, or *Myl3*-OE. **e** IF images and quantification of Clathrin (green) and MYO6 (red) co-localization at passage 7, SA-β-Gal positivity at passage 2 or 7 (**f**, **g**) in mouse primary chondrocytes transduced with control, *Myl3*-KD or *Myl3*-OE. *n* = 5, bars = 25 μm. **h** Images of p16^INK4A^ IF and protein levels of MYL3, p16^INK4A^, P21, γH2AX, and MMP13 (**i**) in mouse primary chondrocytes transfected with control, *Myl3*-KD or *Myl3*-OE. Bars = 25 μm. Data are representative of three independent experiments and are all shown as means ± SD. *P* values are from a one-way ANOVA test followed by Tukey’s post hoc test (**a**, **e**, **g**). *n* indicates the number of biologically independent samples or mice per group. Source data are provided as a Source Data file.

### Deletion of MYL3 in chondrocytes promotes chondrocyte senescence and OA progression in mice

Next, we generated *Col2a1-Cre: Myl3fl/fl* (*Myl3*-KO) conditional knockout mice and *Col2a1-CreER*^*T2*^*:Myl3fl/fl* (*Myl3*-iKO) inducible conditional knockout mice. The *Myl3*-KO mice exhibited similar gross appearance and morphology at embryonic day 18.5 and at 3 months of age (Supplementary Fig. 4a–d), while the organization of the growth plates and body weights were also comparable with those of control mice (Supplementary Fig. 4e–h). These data indicated that deletion of *Myl3* in chondrocytes did not affect the skeletal development of the mice.

Next, the histopathological changes of joints in aged *Myl3*-KO mice were analyzed (Fig. 3a). IHC analysis confirmed the knockout efficiency with decreased expression in chondrocytes from 6- and 18-month-old *Myl3*-KO mice (Fig. 3b). We found that the cartilage destruction in 6-month-old *Myl3*-KO mice was worse, and became more severe at 18 months of age, accompanied with aggravated synovial inflammation but comparable osteophyte maturity compared with age-matched control mice (Fig. 3c and Supplementary Fig. 5a). Accordingly, the OARSI scores, as well as synovial inflammation scores were both significantly increased in aged *Myl3*-KO mice (Fig. 3d). IF and IHC analysis confirmed the dramatically increased expression of senescence (p16^INK4a^), DNA damage (γ-H2AX), and catabolic marker (MMP13), as well as decreased nuclear level of HMGB1 in the cartilage of aged *Myl3*-KO mice (Fig. 3e and Supplementary Fig. 5b). Subsequently, male *Myl3*-iKO mice and control littermates were used to examine the role of *Myl3* deletion in DMM surgery-induced OA (Fig. 3f). IHC analysis confirmed the knockout efficiency in chondrocytes from *Myl3*-iKO mice after tamoxifen injection (Fig. 3g). Unsurprisingly, histological examination showed more severe OA progression at both 6- and 10 weeks post DMM surgery in *Myl3*-iKO mice, as evidenced by reduced cartilage areas, aggravated synovial inflammation, partially-increased osteophyte maturity, and markedly increased OARSI scores (Fig. 3h, i and Supplementary Fig. 5c). IHC analysis demonstrated enhanced cellular senescence with increased senescence marker, DNA damage, and catabolic marker, as well as the decreased nuclear level of HMGB1 in cartilage from *Myl3*-iKO mice compared with control mice at 6- and 10 weeks post DMM surgery (Fig. 3j and Supplementary Fig. 5d). Therefore, these results reveal that *Myl3* deletion resulted in accelerated OA development by promoting chondrocyte senescence.

**Fig. 3:**
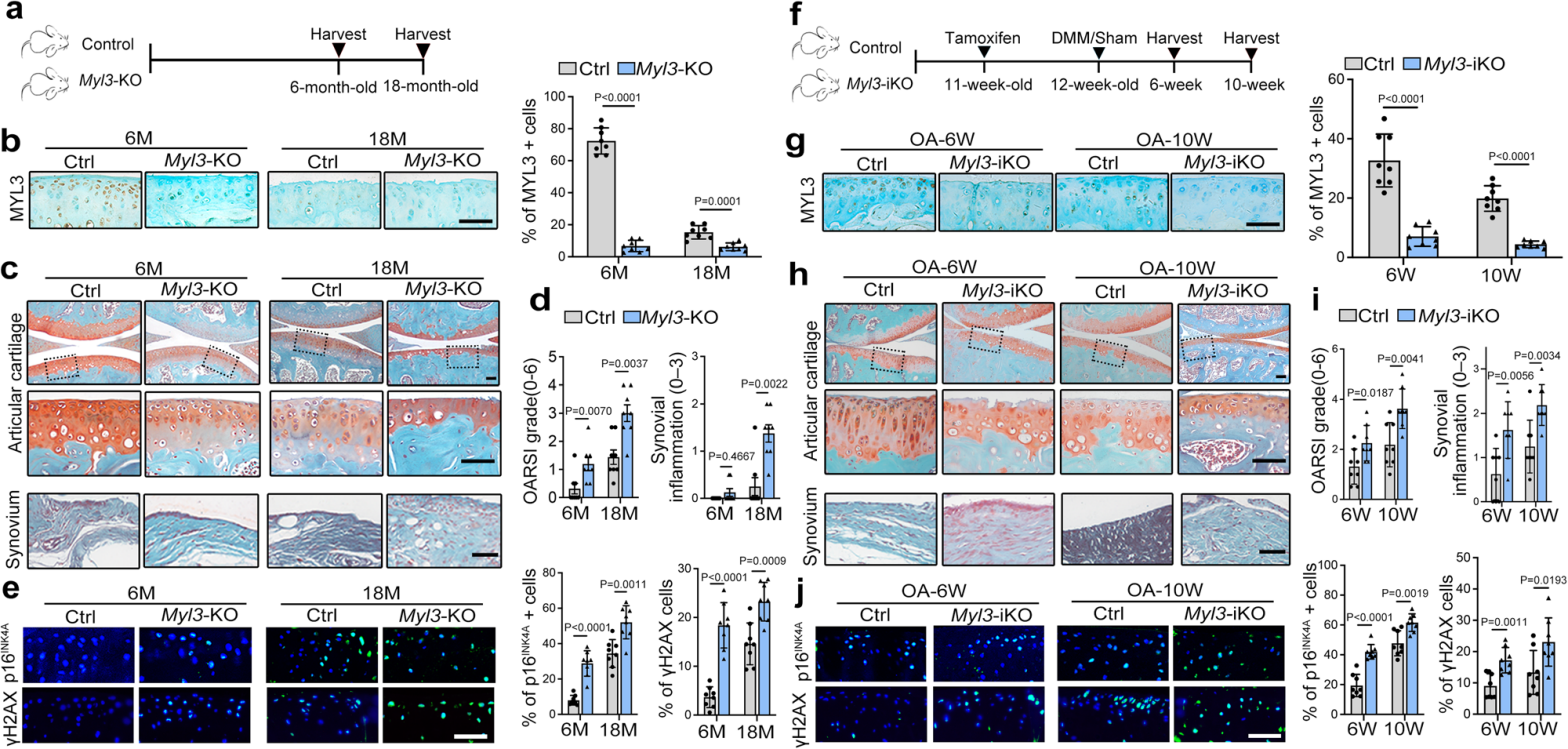
Deletion of MYL3 in chondrocytes promotes chondrocytes senescence and OA progression in mice. **a** Schematic illustration of the spontaneous age-related OA model in control and *Myl3*-KO mice. **b** Images and quantification of IHC staining of MYL3, Safranin-O staining images (**c**), OARSI and synovial inflammation scores (**d**), and IF staining images of p16^INK4A^ and γH2AX (**e**) in sagittal sections of joints from control and *Myl3*-KO mice at 6 months and 18 months. *n* = 8 independent biological replicates per group, bars = 50 μm. **f** Schematic illustration of posttraumatic OA model with DMM surgery in control and *Myl3*-iKO mice. **g** Images and quantification of IHC staining of MYL3, Safranin-O staining images (**h**), OARSI and synovial inflammation scores (**i**), and IF staining images of p16^INK4A^ and γH2AX (**j**) in sagittal sections of joints from control and *Myl3*-iKO mice at 6- and 10- weeks post-surgery. *n* = 8 independent biological replicates per group, bars = 50 μm. Data are all shown as means ± SD. *P* values are from two-tailed Mann–Whitney *U* test (OARSI, synovial inflammation scores in **d**) and two-tailed unpaired *t* test (remaining quantification). *n* indicates the number of biologically independent samples or mice per group. Source data are provided as a Source Data file.

### Overexpression of MYL3 attenuates development of age-related and experimental OA in mice

To explore the role of upregulated MYL3 in chondrocytes and in OA pathogenesis, adeno-associated virus encoding *Myl3* overexpression plasmid was intra-articularly injected into wild-type mice (*Myl3*-OE). The histopathological changes of joints in *Myl3*-OE mice were then analyzed at 6 months and 18 months of age (Fig. 4a). IHC analysis showed significantly elevated MYL3 expression in the articular cartilage of *Myl3*-OE mice compared with controls (Fig. 4b). Histological examination showed that the cartilage destruction and proteoglycan loss were significantly ameliorated, while OARSI scores were significantly lower in aged *Myl3*-OE mice compared with controls, while the synovial inflammation and osteophyte maturity were not changed (Fig. 4c, d and Supplementary Fig. 6a). IHC detection showed decreased senescence, DNA damage, and catabolic marker, as well as increased nuclear level of HMGB1 expression in chondrocytes of the *Myl3*-OE group (Fig. 4e and Supplementary Fig. 6b). We also analyzed the influence of MYL3 overexpression on posttraumatic OA (Fig. 4f). Consistently, increased protein abundances of MYL3 were confirmed in the articular cartilage of *Myl3*-OE mice (Fig. 4g). Amelioration of DMM-induced cartilage breakage was observed at both 6- and 10 weeks post-surgery, but synovial inflammation was only improved at 10 weeks post-surgery (Fig. 4h, i and Supplementary Fig. 6c). Furthermore, IHC analysis showed decreased senescence, DNA damage, and catabolic marker, as well as increased nuclear level of HMGB1 expression in *Myl3*-OE mouse cartilage after DMM surgery (Fig. 4j and Supplementary Fig. 6d). Thus, our data suggest that overexpression of MYL3 ameliorates age-related and posttraumatic OA manifestations in mice through suppression of chondrocyte senescence.

**Fig. 4:**
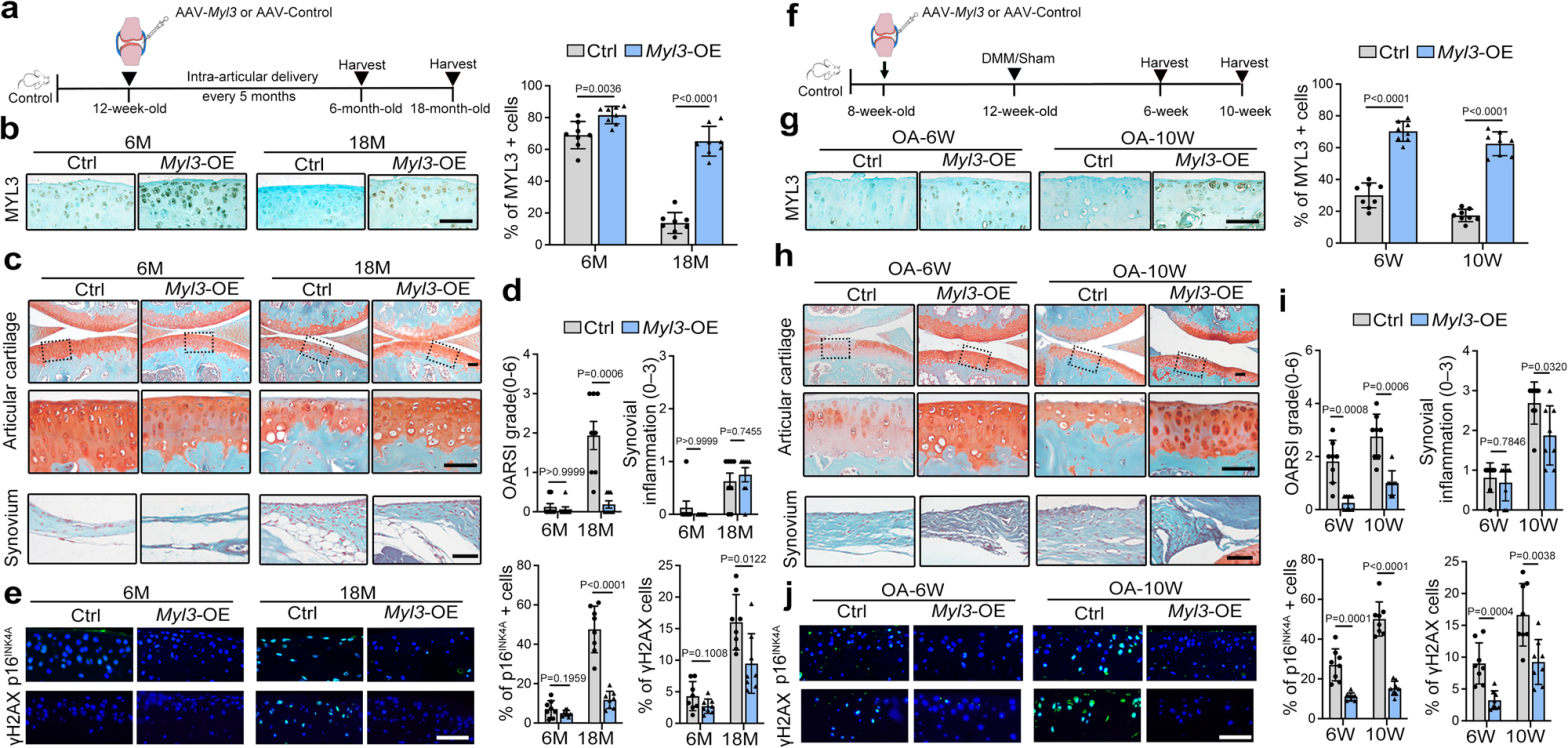
Overexpression of MYL3 attenuates age-related and experimental OA development in mice. **a** Schematic illustration of Ad-*Myl3* or Ad-control delivery schedules in an age-related OA model in mice. **b** Images and quantification of IHC staining of MYL3, Safranin-O staining images (**c**), OARSI and synovial inflammation scores (**d**), and IF staining images of p16^INK4A^ and γH2AX (**e**) in sagittal sections of joints from control and *Myl3*-OE mice at 6 months and 18 months. *n* = 8 independent biological replicates per group, bars = 50 μm. **f** Schematic illustration of Ad-*Myl3* or Ad-control delivery schedules in a posttraumatic OA model with DMM surgery in mice. **g** Images and quantification of IHC staining of MYL3, Safranin-O staining images (**h**), OARSI and synovial inflammation scores (**i**), and IF staining images of p16^INK4A^ and γH2AX (**j**) in sagittal sections of joints from control and *Myl3*-OE mice at 6- and 10 weeks post surgery; *n* = 8 independent biological replicates per group, bars = 50 μm. Data are all shown as means ± SD. *P* values are from two-tailed Mann–Whitney *U* test (OARSI, synovial inflammation scores in **d**, **i**) and two-tailed unpaired *t* test (remaining quantification). *n* indicates the number of biologically independent samples or mice per group. Source data are provided as a Source Data file.

### Loss of MYL3 promotes the activation of Notch signaling and induces senescence by enhancing CME

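The libraries are described as primary chondrocytes, cartilage cells of newborn mice aged 24 to 72 h that were kept as a monolayer, with 1 library from control mice and 1 from *Myl3*-KO mice. In *Myl3*-KO mice a Cre recombinase under the *Col2a1* promoter deletes the floxed *Myl3* gene, and the paper describes the controls as floxed littermates, while the sample labels call them wild type. The paper describes mRNA enriched on oligo beads and random-primed cDNA, whereas the labels name a SMARTER library kit. The authors deposited an expected count of reads and an FPKM value for each of 22156 genes. The paper's text names no aligner, counting tool or genome build for these values. The total of the expected counts was 17612434.91 in the control library and 13477976.98 in the *Myl3*-KO library. At these depths 3 counts, taken as the floor, correspond to 0.170 CPM (counts scaled to the library total) in the control and 0.223 CPM in *Myl3*-KO. The control column of the table is headed by the abbreviation NC, which was read as control because the other column is headed KO.

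*Myl3* itself (ENSMUSG00000059741) lies on chromosome 9 of GRCm38 from 110741861 to 110769798. It had 0 counts and 0 FPKM in both libraries, so its loss was not detectable at this depth and the deleted gene could not check the labels. *Pth1r*, which overlaps it, had 18 counts in the control and 11 in *Myl3*-KO (log2 ratio -0.32, 95% interval -1.55 to 0.84). Directions between the libraries therefore rest on the deposited labels. The cartilage matrix genes *Acan*, *Matn1*, *Matn3* and *Hapln1* also had 0 counts in both libraries, and *Col2a1* had 30 in the control and 27 in *Myl3*-KO, so the counts do not establish the cell type.

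Counts were divided by the library total, and the log2 ratio of *Myl3*-KO over control was taken with counts under 3 raised to 3. A fold against a library under 3 counts is thus a lower bound with respect to this floor, written as at least. A count of exactly 3 is left unchanged by the floor, so its fold is the measured ratio. The counting interval of either can reach below the fold. For each gene with at least 10 counts over both libraries, the rounded counts were compared by a two-sided exact binomial test against the share given by the library totals. This test compares the reads of these libraries, not the genotypes, and no difference has a replicate check, although the paper states at least 3 biological replicates for its experiments in general. Intervals are 95% Clopper-Pearson intervals, and intervals and floors cover counting error only. A gene was called higher or lower where the unadjusted p was under 0.05 and the log2 ratio was at least 2 in size, which are the lines drawn in Fig. 5a. Coordinates are those of GENCODE M21 on GRCm38, in which 21881 of the 21910 Ensembl identifiers were found.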

To comprehensively discuss the underlying mechanisms through which MYL3 regulates chondrocyte senescence, we performed RNA sequencing analysis with primary chondrocytes from *Myl3*-KO and control mice. 

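Of the genes in the table, 12431 had enough counts to be tested. In the library labelled *Myl3*-KO, 31 genes were called higher and 6 lower. Of these 37 genes, 36 also had a Benjamini-Hochberg adjusted p under 0.05 in the exact binomial test, as had 4397 of the genes tested when no limit was set on the ratio. These numbers moved most with the limit of the ratio and with the filter on low counts. A limit of 1 on the log2 ratio gave 182 higher and 66 lower, and at least 10 counts in each library gave 4 and 0.

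The genes called higher with the lowest p were *Cdh15*, *Gm14440*, *Adgrd1*, *Hes1* and ENSMUSG00000097221, which has no symbol in the table. *Cdh15* (ENSMUSG00000031962, chromosome 8 from 122847966 to 122867397) encodes a cadherin and rose from 73 to 290 counts, a log2 ratio of 2.38 (95% interval 2.00 to 2.77, p = 6.95e-46, exact binomial test). The locus of *Cdh15* overlaps that of *Gm20388*, between which the counting could have split reads. *Adgrd1* (ENSMUSG00000044017, chromosome 5 from 129096750 to 129204599), an adhesion G protein-coupled receptor gene, rose from 11 to 68 counts (log2 ratio 3.01, 95% interval 2.08 to 4.08, exact binomial p = 5.29e-15). ENSMUSG00000097221, which overlaps *Golph3* on chromosome 15, rose from 4.13 to 30.93 counts (log2 ratio 3.29, 95% interval 1.84 to 5.30).

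Among the genes called lower, *Alpl* (ENSMUSG00000028766, chromosome 4 from 137741733 to 137796384), which encodes an alkaline phosphatase, went from 46 to 7 counts. Its log2 ratio was -2.33 (95% interval -3.72 to -1.17, exact binomial p = 4.48e-06). *Gm10131* went from 51.87 to 7.92 counts, also a log2 ratio of -2.33. *Gm20431*, which overlaps *Tmem189* and *Ube2v1*, went from 32.95 to 0.26 counts and was at least 8.41-fold lower, and ENSMUSG00000106892, which overlaps *Katnal1*, was at least 4.11-fold lower. *Prkg1* went from 22 to 4 counts (log2 ratio -2.07) and was no longer called when 1 count was added to each library (log2 ratio -1.82), with the FPKM ratio (-1.72) or under a coefficient of variation of 0.4 (exact p = 0.108).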

Among the 142 differentially expressed genes, 99 genes were upregulated and 43 genes were downregulated in *Myl3*-KO chondrocytes versus controls. The representative top 20 most significantly upregulated genes with altered expression are shown in Supplementary Table 2. 

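All 20 genes of Supplementary Table 2 were found in the deposited table. For 20 of the 20, the paper's log2 fold change equals the log2 ratio of the deposited FPKM values with an FPKM of 0 replaced by 0.001. Of these genes, 8 were listed at 0 FPKM in the control, and their log2 FPKM ratios of 7.57 to 10.86 rest on that replacement and on 7 to 84.59 counts in *Myl3*-KO. On the CPM scale, 17 of the 20 genes were called higher, 9 of them against the floor. The other genes, *Ccrl2*, *Hvcn1* and *Gm6502*, had fewer than 10 counts over both libraries and were not tested. Only 4 of the 20 had at least 50 counts over both libraries.

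*Gm14440* (ENSMUSG00000078901, chromosome 2 from 175275125 to 175286805), a gene of a zinc finger cluster and the first of the table, had 0 counts in the control and 84.59 in *Myl3*-KO. It was at least 36.8-fold higher against the floor (log2 ratio 5.20, lower end of the 95% interval 4.88, exact binomial p = 1.40e-31). Every 31-base word of its transcripts (100%) also occurs in *Gm14288*, which lies on the same chromosome from 175789357 to 175801093 and went from 170.9 to 43.15 counts. Summed over both genes, the log2 ratio was -0.03, so the rise of *Gm14440* is uncertain. *Etv5* (chromosome 16 from 22381309 to 22439719), which encodes an ETS transcription factor, rose from 9 to 33 counts, a log2 ratio of 2.26. *Pcdha4* rose from 0 to 13.9 counts and was at least 6.05-fold higher against the floor (log2 ratio 2.60, lower end of the interval 2.12). The 6 counted genes that overlap it went from 29.95 to 9.1 counts in sum. The counting could have split reads between them differently in each library, so the rise of *Pcdha4* is uncertain as well.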

From these we focused on the Notch transcription factor *Hes1*, which was upregulated 4.8-fold (Fig. 5a). Furthermore, KEGG pathway analysis revealed an enrichment in differentially-regulated genes associated with Notch signaling (Supplementary Table 3, Fig. 5b). 

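*Hes1* (ENSMUSG00000022528) lies on chromosome 16 from 30064384 to 30067796. It had 21 counts in the control library and 77 in *Myl3*-KO, or 1.19 and 5.71 CPM. The ratio was 4.79-fold, which is 2.26 on the log2 scale (95% interval 1.55 to 3.03). The counts differed by more than the counting error (exact binomial p = 1.90e-12, Benjamini-Hochberg adjusted p = 3.96e-11 over all genes tested). The deposited FPKM values of 0.81 and 3.89 gave a ratio of 4.80. Of the alternatives, 1 count added to each library moved the log2 ratio most, to 2.21.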

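In the pathway column of the deposited table, 40 of the genes tested carried the KEGG Notch signaling pathway. Their median log2 ratio was 0.18, with a counting interval of 0.13 to 0.23. Of 10000 random lists of as many annotated genes matched on mean expression, 95% had a median between -0.09 and 0.09, and the median of the Notch signaling genes was at percentile 99.99. This describes the libraries and is no test between genotypes, since genes are not replicates. The paper picked this pathway from the same libraries, so its place among unselected random lists, for the median and for the called genes alike, partly restates that choice. TMM scaling moved the median most, to 0.15. *Hes1* was the only called gene among the 40, against 14 called among the 4294 annotated genes tested, and 6.92% of the random lists held as many. That share was 2.52% with at least 10 counts in each library, where 3 of 4094 annotated genes were called. It stayed at 6.92% with TMM scaling and was 6.98% over a separately written list of Notch pathway genes. With a limit of 1 on the log2 ratio, *Jag1* and *Notch1* were called as well, and 1.60% of the random lists held as many. *Jag1* (chromosome 2, ENSMUSG00000027276), which encodes a Notch ligand, had a log2 ratio of 1.09 (95% interval 0.92 to 1.27), and the receptor gene *Notch1* one of 1.03 (95% interval 0.71 to 1.35). A list of Notch target genes had a median log2 ratio of 0.86 over its 6 genes tested, at percentile 99.99, but 7 of its 12 genes are also in a list of Notch pathway genes and *Hes1* was picked by the study from these libraries. Among these, *Hey1* went from 9 to 22 counts (log2 ratio 1.68, exact binomial p = 0.00303), *Hey2* from 26 to 31 and *Ccnd1* from 136.14 to 221.72, while *Myc* (log2 ratio -0.31) and *Sox9* (-0.47) were lower. From the rise of *Hes1* and the pathway enrichment of its differentially expressed genes, the paper proposes Notch signaling as the pathway downstream of MYL3 in chondrocytes.

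**Figure D1:**
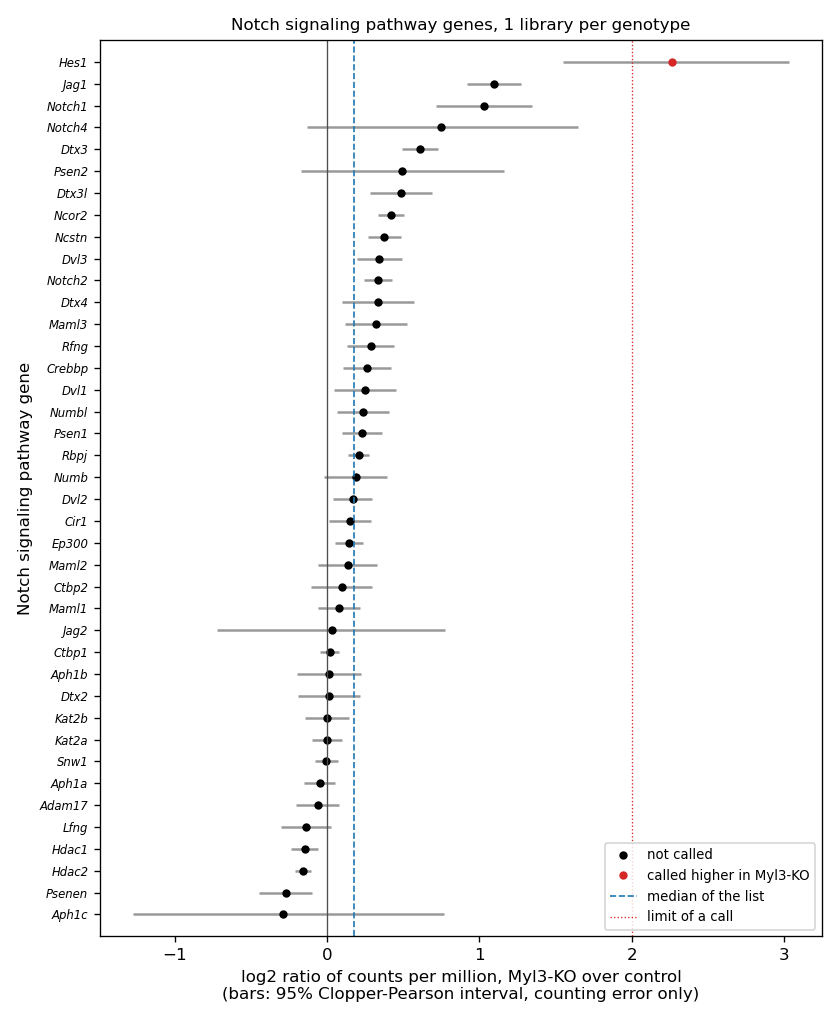
Log2 ratio of CPM, *Myl3*-KO over control, for each of the 40 Notch signaling pathway genes tested, from 1 library per genotype; bars are 95% Clopper-Pearson intervals and cover counting error only. The dashed line is the median of the list at 0.18, the dotted line the limit of a call at 2, and *Hes1* at 2.26 is the only gene past it.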

To validate these results, qRT-PCR and western blot analysis were performed and the results confirmed that *Myl3* deletion enhanced expression of Notch-related (HES1, HEY1 and NICD) and senescence-related genes (p16, p53) (Fig. 5c, d). IF staining confirmed the enhancement of NICD in the DMM model, age-related OA, and damaged cartilage from OA patients (Supplementary Fig. 7a–c), suggesting that Notch signaling is activated in senescent chondrocytes in vivo.

**Fig. 5:**
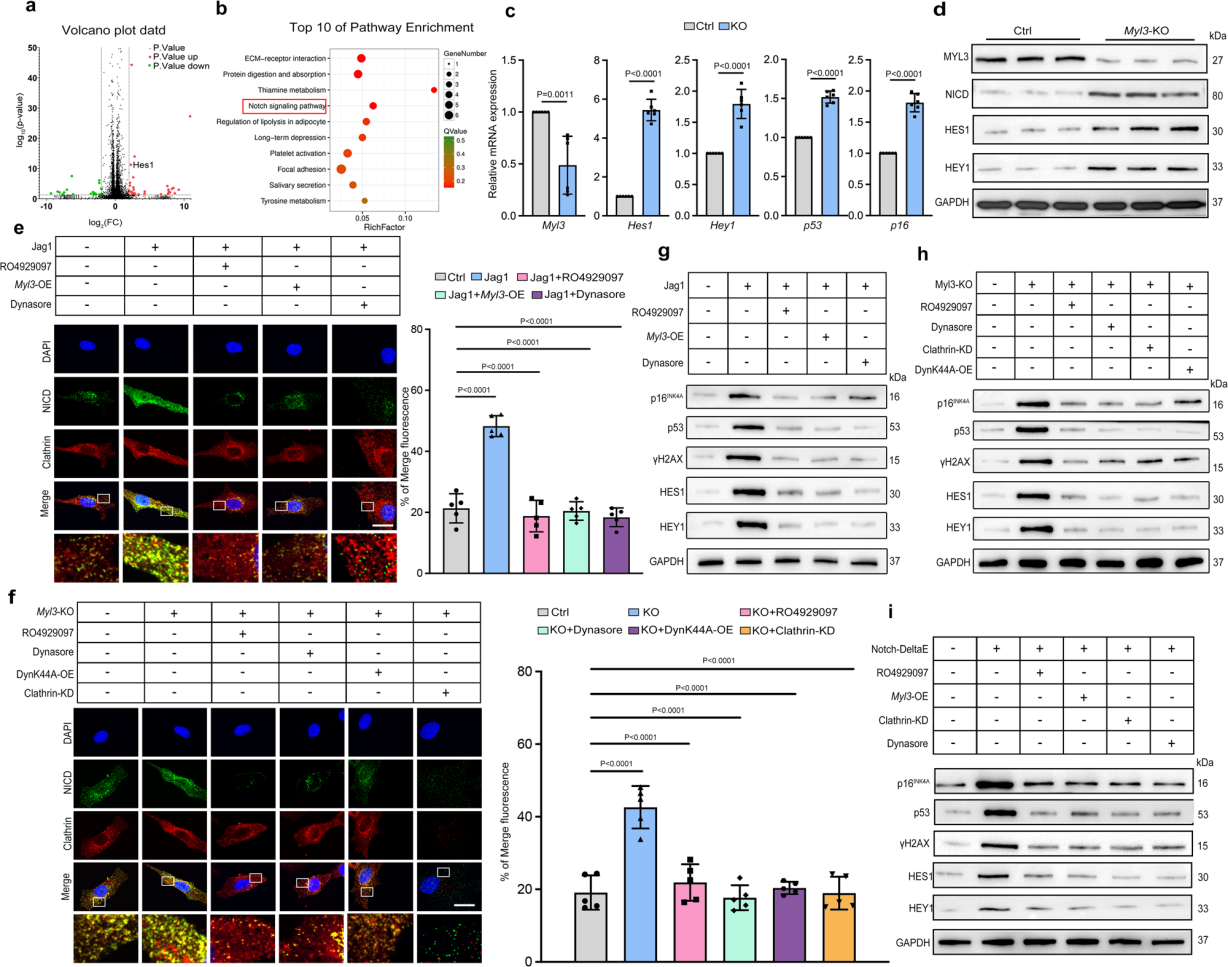
Loss of MYL3 promotes the activation of Notch signaling and induces senescence by enhancing CME. **a** Volcano plot of RNA-seq of primary chondrocytes from control and *Myl3*-KO mice. The dotted line denotes *P* = 0.05. **b** Top 10 pathway enrichment of KEGG pathway analysis following *Myl3* knockout in chondrocytes. **c** Relative mRNA expression of *Myl3, Hes1, Hey1, p16*^*INK4A*^, and *p53*, and protein levels of MYL3, NICD, HES1, and HEY1 (**d**) in primary chondrocytes from control and *Myl3*-KO mice. **e** Images and quantification of IF staining for NICD (green) and clathrin (red) co-localization in mouse primary chondrocytes from control, jag1, jag1 + RO4929097, jag1+*Myl3*-OE, or jag1+dynasore group. *n* = 5, bars = 25 μm. **f** Images and quantification of IF staining for NICD (green) and clathrin (red) co-localization in primary chondrocytes from control, *Myl3*-KO, KO + RO4929097, KO+Dynasore, KO+DynK44A-OE, or KO+Clathrin-KD group. *n* = 5, bars = 25 μm. **g** Protein levels of p16^INK4A^, p53, γH2AX, HES1, and HEY1 in primary chondrocytes from control, jag1, jag1 + RO4929097, jag1+*Myl3*-OE, or jag1+dynasore group. **h** Protein levels of, p16^INK4A^, p53, γH2AX, HES1, and HEY1 in primary chondrocytes from control, *Myl3*-KO, KO + RO4929097, KO+Dynasore, KO+DynK44A-OE, or KO+Clathrin-KD group. **i** Protein levels of p16^INK4A^, p53, γH2AX, HES1, and HEY1 in primary chondrocytes from control, RO4929097, *Myl3*-OE, Clathrin-KD or Dynasore with vehicle or Notch-DeltaE. Data are representative of three independent experiments and are all shown as means ± SD. *P* values are from two-tailed unpaired *t* test (**c**) and one-way ANOVA test followed by Tukey’s post hoc test (**e**, **f**). *n* indicates the number of biologically independent samples or mice per group. Source data are provided as a Source Data file.

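The genes called between the control and *Myl3*-KO libraries were weakly counted. Their median was 22 counts over both libraries, against 1053 for all genes tested, and 31 of the 37 had fewer than 50 counts. Only *Cdh15* had at least 100. Of the genes called higher, 16 were at or under 3 counts in the control. Of those called lower, 3 were at or under 3 counts in *Myl3*-KO. Among these 19 ratios, those with a count under 3 are bounds set by the floor. Those with a count of exactly 3, such as *Duox1* and *Colca2*, are measured ratios. Counting error reaches below these ratios, as for *Duox1* with 3 and 12 counts, whose log2 ratio of 2.39 had a 95% interval of 0.50 to 4.85. A count that was not a whole number was found for 35.1% of the called genes and 11.1% of the genes tested. Of the called genes, 7 were assembled loci with no Ensembl identifier, and 12 overlap another counted gene. Over all genes tested, the median log2 ratio was 0.02.

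**Figure D2:**
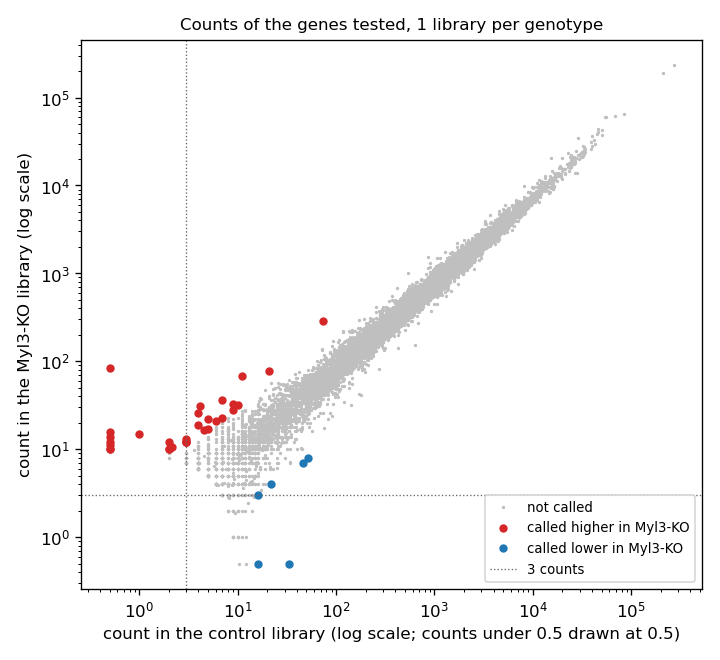
Count of each gene tested in the control library (x axis) and in the *Myl3*-KO library (y axis), 1 point per gene, both on a log scale, with counts under 0.5 drawn at 0.5. The genes called higher (red) and lower (blue) have a median of 22 counts and lie near the dotted lines at 3 counts, below the bulk of the genes tested at a median of 1053.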

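For the pathways in Fig. 5b, the pathway column gave 179 pathways with at least 20 genes tested. Ranked by the median log2 ratio of their genes, a ranking chosen after seeing the data, the Notch signaling pathway was at place 6. The pathways above it were ABC transporters, cell adhesion molecules, ECM-receptor interaction, hematopoietic cell lineage, and protein digestion and absorption, with medians from 0.30 for ABC transporters to 0.18 for protein digestion and absorption. With pathways of at least 10 genes included, also chosen after seeing the data, the Notch signaling pathway moved to place 9 of 217. Among the 179 pathways, 35 held at least 1 called gene, of which protein digestion and absorption and olfactory transduction held 3 each. ECM-receptor interaction, regulation of lipolysis in adipocytes, focal adhesion, PI3K-Akt signaling, platelet activation, vascular smooth muscle contraction and long-term depression held 2 each. A called gene can belong to several pathways, so these numbers are not independent.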

Genetic studies suggest that activation of Notch signaling requires CME^24^, so we then questioned whether MYL3 regulated Notch signaling while blocking CME. First, we confirmed that Notch signaling is activated via CME in senescent chondrocytes, as the co-localization of NICD and clathrin were enhanced following treatment with jag1 recombinant protein (Fig. 5e). We also found that the co-localization of NICD with clathrin was enhanced in senescent chondrocytes or in cartilage from *Myl3*-KO mice (Supplementary Fig. 7d, e), confirming that Notch signaling is activated in senescent chondrocytes via CME process in vivo. The enhanced expression and co-localization of NICD with clathrin, RAB5, or RAB7 caused by jag1 treatment could be blocked by treatment with the Notch pathway inhibitor RO4929097, dynasore or MYL3 overexpression (Fig. 5e, Supplementary Fig. 8a, b). Compared with control, *Myl3*-KO chondrocytes had enhanced expression of NICD and its co-localization with Clathrin, RAB5, or RAB7, which could be eliminated via treating with RO4929097 or CME inhibitor dynasore, DynK44A overexpression or clathrin knockdown (Fig. 5f, Supplementary Fig. 9a–c). Western blot analysis showed that expression of p16^INK4a^, p53, γH2AX, HES1, and HEY1 were all upregulated with jag1 treatment but downregulated in jag1 with RO4929097, dynasore, and MYL3 overexpression treatment (Fig. 5g). Upregulated expression of p16^INK4a^, p53, γH2AX, HES1, and HEY1 caused by *Myl3* knockout could be recovered with RO4929097, dynasore, DynK44A overexpression or clathrin knockdown (Fig. 5h). Moreover, we observed that the constitutively active form of Notch (extracellular domain-deprived Notch mutant, Notch-DeltaE) could upregulate the expression of p16^INK4a^, p53, γH2AX, HES1, and HEY1, which could be reversed by RO4929097, MYL3 overexpression, dynasore, and clathrin knockdown (Fig. 5i).

Further, we noticed that jag1 treatment or *Myl3*-KO promoted the senescence of chondrocytes with enhanced SA-β-Gal activities and increased the levels of senescence markers at passages two and seven, while MYL3 overexpression or treatment with RO4929097 eliminated the enhanced senescence. Western blot analysis showed that expression of p16^INK4a^, p53, γH2AX, HES1, and HEY1 were all upregulated in *Myl3*-KO chondrocytes but downregulated in *Myl3*-OE or *Myl3*-KO with inhibitor treatment (Supplementary Fig. 10a–d). Consistently, we found similar changes of SA-β-Gal activity in *Myl3*-KO, *Myl3*-OE, and *Myl3*-KO with inhibitor chondrocytes exposed to H_2_O_2_ (Supplementary Fig. 10e).

These data indicate that loss of MYL3 activates Notch signaling and induces senescence by enhancing CME, pharmacologic targeting of Notch signaling or inhibition of CME through pharmacological and genetic approaches prevents cellular senescence caused by MYL3 depletion in vitro.

### Inhibition of CME-Notch signaling prevents MYL3 loss-induced chondrocyte senescence and alleviates age-related and experimental OA

To confirm the critical role of targeting MYL3 and CME-Notch signaling in chondrocyte senescence, we compared the protective effect of the Notch pathway inhibitor RO4929097 and the CME inhibitor dynasore on the progression of posttraumatic or age-related OA in MYL3-KO and control mice. As expected, intraarticular injections of dynasore attenuated cartilage destruction in both control and *Myl3*-iKO mice at 6 weeks post-surgery. The severity of DMM-induced OA in *Myl3*-iKO mice was comparable to that in control mice after dynasore treatment (Fig. 6b, c, Supplementary Fig. 11a, b). Moreover, dynasore treatment significantly inhibited Notch signaling, eliminated senescent chondrocytes, and decreased SASP secretion in cartilages from both control and *Myl3*-iKO mice, as the expression of MMP13, NICD, HES1, p16^INK4a^, and γH2AX were all downregulated and nuclear HMGB1 was upregulated (Fig. 6d and Supplementary Fig. 11c). Further, we used RO4929097 to treat *Myl3*-iKO and control mice after DMM surgery (Fig. 6e). At 6 weeks post-surgery, mice treated with RO4929097 showed markedly reduced cartilage degeneration in comparison with vehicle treatment alone, as demonstrated by increased Safranin-O staining for proteoglycans, cartilage thickness and normalized OARSI scores. The severity of DMM-induced OA in *Myl3*-iKO mice was also comparable with that in control mice after RO4929097 treatment (Fig. 6f, g, Supplementary Fig. 12a). IHC staining confirmed the diminished numbers of senescent chondrocytes, decreased SASP factor and inhibited Notch signaling in articular cartilage of control and *Myl3*-iKO mice treated with RO4929097 (Fig. 6h, Supplementary Fig. 12b, c). Additionally, intraarticular injections of RO4929097 in both control and *Myl3*-KO mice at 18 months of age showed similar changes (Supplementary Fig. 13). Together, our data suggest that pharmacologic targeting of CME-Notch signaling in vivo would reduce the number of senescent chondrocytes and decrease SASP secretion, ultimately alleviating age-related and experimental OA.

**Fig. 6:**
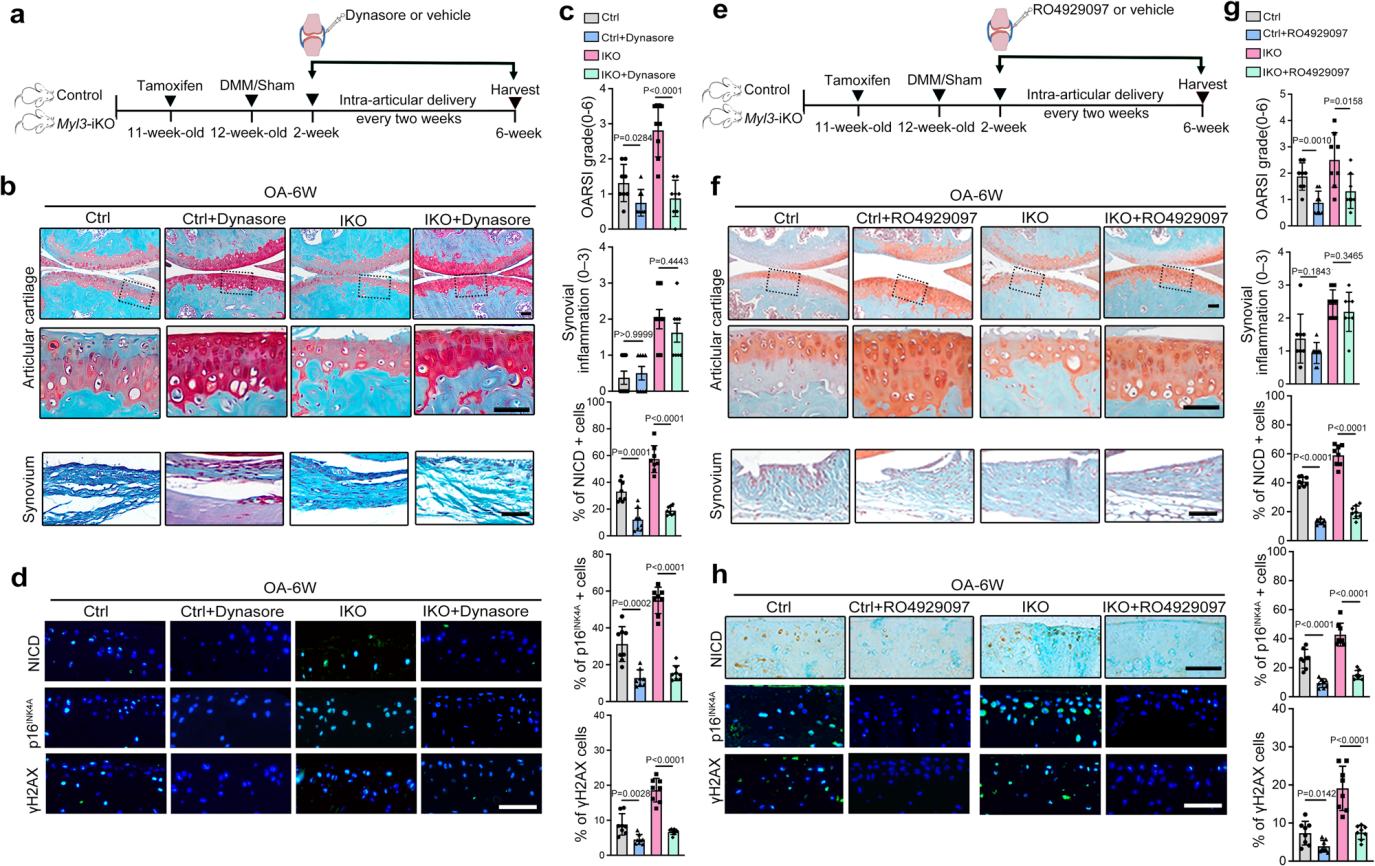
Targeting MYL3-Notch signaling alleviates age-related and experimental OA. **a** Schematic illustration of dynasore or PBS delivery schedules in a posttraumatic OA model with control and *Myl3*-iKO mice. **b** Safranin-O staining images and quantification of OARSI and synovial inflammation scores (**c**), images and quantification of IF staining for NICD, p16^INK4A^, and γH2AX (**d**) in sagittal sections of joints from control or *Myl3*-iKO mice treated with dynasore or vehicle intraarticular injections at 6 weeks post surgery. *n* = 8 independent biological replicates per group, bars = 50 μm. **e** Schematic illustration of RO4929097 or vehicle delivery schedules in a posttraumatic OA model with control and *Myl3*-iKO mice. **f** Safranin-O staining images and quantification of OARSI and synovial inflammation scores (**g**), images and quantification of IHC staining for NICD and IF staining for p16^INK4A^ and γH2AX. **h** in sagittal sections of joints from control or *Myl3*-iKO mice treated with RO4929097 or vehicle intraarticular injections at 6 weeks post surgery. *n* = 8 independent biological replicates per group, bars = 50 μm. Data are all shown as means ± SD. *P* values are from two-tailed Mann–Whitney *U* test (synovial inflammation scores in **c**, **g**) and the two-tailed unpaired *t* test (remaining quantification). *n* indicates the number of biologically independent samples or mice per group. Source data are provided as a Source Data file.

## Discussion

Cellular senescence has emerged as a primary cause and an attractive therapeutic target of aging-associated chronic diseases, including OA^25,26^. However, how to define chondrocyte senescence and determine the underlying mechanisms remain key challenges for developing targeted therapy in OA^27^. With articular cartilage from aged mice, we screened and found that MYL3 expression was significantly reduced compared to young cartilage. In cultured chondrocytes and OA cartilage, we noticed that MYL3 expression negatively correlated with p21 and p16^INK4A^, two major proteins that act as mediators of cell cycle arrest, which is associated with senescence. In vivo conditional deletion of *Myl3* in chondrocytes significantly promoted, whereas intraarticular injection of adeno-associated virus expressing MYL3 delayed, OA progression. Our data identify MYL3 as a negative indicator of chondrocyte senescence and OA progression.

Endocytosis is an essential cellular process for growth and survival in all eukaryotic cells, which mediates nutrient uptake, receptor internalization, and the regulation of cell signaling^28,29^. Aberrant endocytosis contributes to cellular senescence. CME and caveolae-mediated endocytosis represent major types of endocytosis that are implicated in senescence^30,31^. Previous studies claimed that senescent fibroblasts downregulate amphiphysin 1 among the CME components, coincident with reduced endocytosis of transferrin receptors^14^. However, the elevation of transferrin expression was found in our study, indicating that CME was enhanced in senescent chondrocytes, which was in accordance with an early study that showed an increase in the rate and degree of endocytosis in aged chondrocytes^32^. More importantly, reduced CME was previously demonstrated to be insufficient to induce senescence, as knockdown of clathrin adaptor complex AP2 causes growth arrest but does not recapitulate the senescent phenotype^15^. Mechanistically, we found that MYL3 negatively regulates CME by inhibiting the interaction between MYO6 and clathrin. This study investigates the role of MYL3 in CME, and suggests that MYL3 may act as a negative meditator of CME in senescent cells. Our data reveals a previously unexplored molecular mechanism for enhanced CME, with loss of MYL3 promoting chondrocyte senescence in vivo and in vitro, and establishes the vital role of CME and MYL3 in the progression of OA.

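Beside the Notch signaling genes, the genes of clathrin-mediated endocytosis (CME) were examined in the same chondrocyte libraries. Of a list of 22 CME genes, 21 were tested, and 0 of them were called. Their median log2 ratio was 0.05, at percentile 85.6 of matched random lists. *Cltc* (ENSMUSG00000047126), which encodes the clathrin heavy chain, had 11603 counts in the control and 9040 in *Myl3*-KO, a log2 ratio of 0.03 (95% interval -0.01 to 0.07). *Myo6*, which encodes the myosin VI studied in the paper, was higher at a log2 ratio of 0.45 (95% interval 0.29 to 0.60). *Dab2* (0.32) and *Fcho2* (0.31) were higher too, while the transferrin receptor gene *Tfrc* was lower (-0.56). The interval covers counting error only, and a spread between cultures, which was not measured, could be as large as these differences. The adaptor genes *Ap2b1* and *Ap2s1* went apart, with log2 ratios of 0.18 and -0.35. The KEGG endocytosis pathway, with 224 genes tested, had a median of 0.05 as well and was at place 81 of the pathways ranked by median. These are RNA levels and carry no measure of the rate of endocytosis.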

To elucidate how increased CME caused by MYL3 deletion in chondrocytes promotes senescence, we carried out RNA sequencing and noted that the Notch pathway may be the most probable downstream signaling pathway of MYL3 and CME in chondrocytes. Previous studies have proved that endocytosis plays an important role in the activation and regulation of Notch signaling^24,33,34^, and activated Notch signaling triggers cellular senescence, characterized by increased p53 and p21 expression^35,36^. In our study, we found robust increased p21 expression and SA-β-gal activity in *Myl3* knockout chondrocytes, as well as enhanced CME of Notch, nuclear translocation of NICD, and expression of HES1.

These results are consistent with previous reports that Notch activation increases the transcriptional activity of p53, resulting in upregulation of p21 and premature senescence^37^. Overall, we conclude that MYL3 plays a negative role in CME-mediated Notch signaling activation and cellular senescence. Multiple studies have demonstrated that Notch signaling is a critical regulator of chondrogenesis and chondrocyte differentiation^38^, but the exact role of Notch signaling in OA development remains controversial^39^. Sustained Notch activation in joint cartilage leads to early and progressive OA, while transient Notch activation results in enhanced synthesis of cartilage matrix and maintenance of cartilage^40,41^. Conditional deletion of RBPj or HES1 to inhibit Notch signaling in chondrocytes ameliorates experimental OA, but inhibition of Notch signaling by overexpression of a Notch1 antisense construct enhances chondrocyte hypertrophy and exacerbates experimental OA^42,43^. In our study, overexpression of *Myl3* or treatment with CME inhibitor and Notch signaling inhibitor RO4929097 to prevent the activation of Notch signaling in an aged or posttraumatic OA model resulted in alleviated chondrocyte senescence and cartilage destruction, suggesting that targeting over-activated Notch signaling is sufficient to prevent cellular senescence and OA development. Our study confirmed that activated Notch signaling is deleterious for chondrocyte homeostasis and would promote OA progression.

In summary, we conclude that during the development of OA, a decrease in the level of MYL3 in chondrocytes enhances the interaction of MYO6 with clathrin and increases CME of Notch receptor to activate Notch signaling, triggers chondrocytes senescence, promotes cartilage destruction, and aggravates OA progression. Supplementation of MYL3 and targeting blockade of CME-Notch signaling effectively ameliorates chondrocyte senescence and OA development in mice (Fig. 7). Our findings provide a molecular target for chondrocyte senescence and therapeutic strategies for OA. However, this study does have limitations. The precise dissection of trafficking dynamics involved in Notch activation following MYL3 downregulation remains elusive, given the variety of endocytosis/recycling subcellular compartments implicated in this complex process. Another limitation pertains to our inability to identify the specific cause for the reduced MYL3 protein level observed in senescent chondrocytes. Further investigation is warranted to accurately define the specific role of MYL3 in trafficking dynamics and to determine whether MYL3 impacts the senescence of cells other than chondrocytes.

**Fig. 7:**
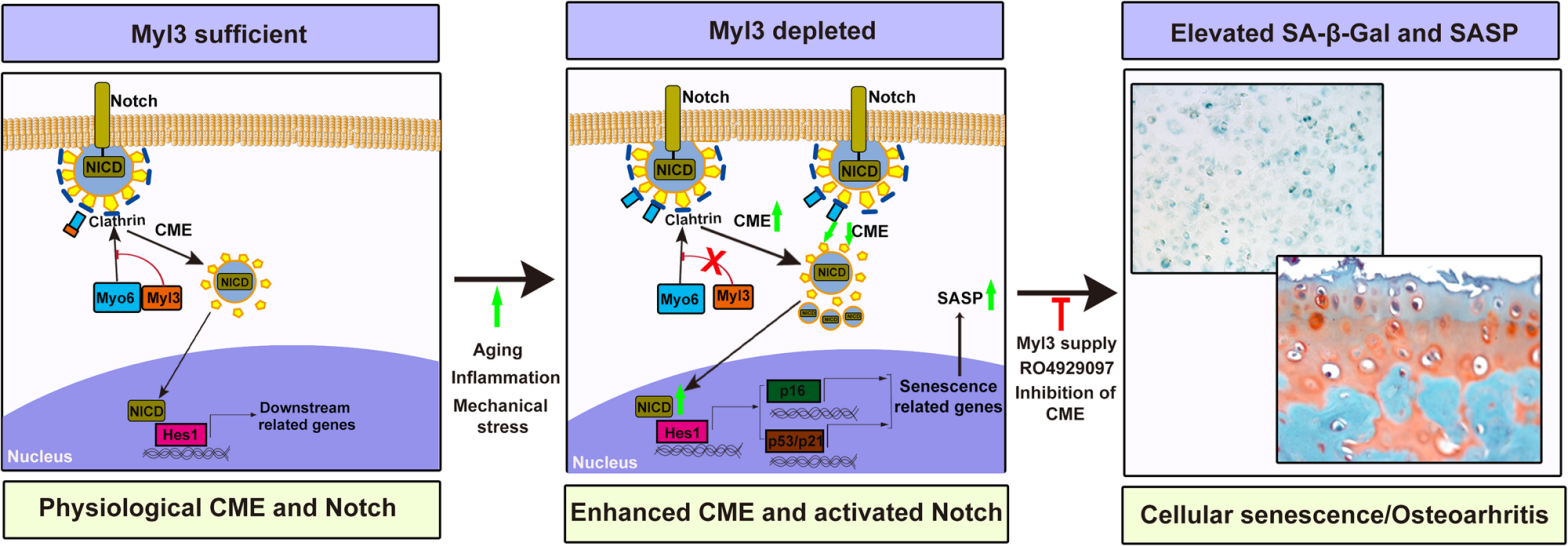
Schematic of the role of MYL3 in mediating CME of Notch signaling and cellular senescence in chondrocytes. In the process of aging or osteoarthritis development, a reduction of MYL3 in chondrocytes leads to enhanced CME by promoting the interaction between MYO6 and clathrin, and consequently induces the internalization of Notch receptors and nuclear translocation of NICD, resulting in the activation of Notch signaling. This process triggers chondrocytes senescence, promotes cartilage destruction, and aggravates OA progression. Supplementation of MYL3 and strategically blocking CME-Notch signaling effectively mitigates chondrocyte senescence and OA development in mice.

## Methods

### Human cartilage information

Human OA cartilage was obtained from patients undergoing total knee replacement surgery in the Department of Orthopedic Surgery at the Third Affiliated Hospital of Southern Medical University (Guangzhou, China) (*n* = 8; aged 67 ± 2.03 years; five males and three females). OA was confirmed in X-ray images of the knee-joint or in full-length X-ray images of both lower limbs. Control cartilage was collected from traffic incident victims with no history of arthritic disease (*n* = 5; aged 54 ± 8.48 years; three males and two females). Human cartilage samples were used for Safranin-O/fast green and Immunohistochemistry (IHC) staining. For human study, this project was approved by the Ethics Committee of the Third Affiliated Hospital of Southern Medical University. Written informed consent was obtained from all subjects before human tissue samples were harvested.

### Animals

All animal experiments were approved by the Animal Care and Use Committee of Southern Medical University (Guangzhou, China). Twelve-week-old male C57BL/6 J mice used for the experimental OA and 6-, 15-, and 18-month-old male C57BL/6 J mice used for aged-OA studies were purchased from the Laboratory Animal Center of Southern Medical University. For the *Myl3*-flox mice, an embryonic stem cell clone (Clone NO. HEPD0622_5_G02) was purchased from Cambridge-Suda (Cam-SU) Genomic Resource Center (Suzhou, China). Germline-transmitting chimeric mice were produced by Shanghai Model Organisms Center Inc. (Shanghai, China). The Col2a1-cre mouse line was a generous gift from Dr. Xiao Yang (Academy of Military Medical Sciences, Beijing, China), and *Col2a1-CreERT2* mice (Stock Number: 006774) were obtained from Jackson Laboratories (Bar Harbor, ME, USA). All mice were kept on the C57BL/6 J background and maintained in a standard, specific-pathogen-free facility of the Laboratory Animal Research Center of Southern Medical University. *Col2a1-Cre; Myl3*f ^lox/flox^ mice were designated *Myl3-KO, Col2a1-CreERT2; Myl3* ^*flox/flox*^ mice were designated *Myl3*-iKO and control littermates (*Myl3* ^*flox/flox*^) were referred to as controls. 12-week-old male transgenic mice were used for the experimental OA and 6-, 15-, and 18-month-old male transgenic mice were used for aged-OA studies. All C57BL/6 J and transgenic mice were housed in a specific specific-pathogen-free (SPF)-level animal room with five or fewer mice per cage. Mice had free access to food and water. All mice were maintained under circulating air, constant temperature (20–26 °C), and humidity of 50%–60% with a 12-hour light/dark cycle. *Myl3*-iKO mice and littermate control mice were intraperitoneally injected with 0.1 mg/g body weight tamoxifen (Sigma‐Aldrich, CAS # 10540‐29‐1) dissolved in corn oil for 5 consecutive days at 11 weeks of age, and were subjected to DMM surgery at 12 weeks of age. Mice were euthanized under carbon dioxide or isoflurane (1.5–2% in O_2_) for the collection of knee-joint specimens at 6 or 10 weeks after DMM surgery or at 3 or 15 months after the first injection, and subjected to histological and biochemical analyses.

### Experimental OA model

12-week-old male C57BL/6 J mice, *Myl3*-iKO, and littermate control mice were subjected to surgical DMM surgery to induce OA. Briefly, the mice were anesthetized and their right knees were prepared for aseptic surgery. The joint capsule immediately medial to the patellar tendon was opened. The intercondylar region was exposed to visualize the meniscotibial ligament and this ligament was cut. The joint capsule and skin were then closed. In sham-treated animals, the joint capsule was opened but the meniscotibial ligament was not cut. The mice were euthanized under carbon dioxide or isoflurane (1.5–2% in O_2_) for the collection of knee-joint specimens at 6 and 10 weeks after surgery.

### Intraarticular administration

Mice (C57BL/6 J, *Myl3* ^*flox/flox*^*, Myl3-KO,* and *Myl3-iKO*) were immobilized and the right leg was exposed for injection of 8 μL of Adeno-associated virus (AAV) expressing mouse MYL3 (AAV-*Myl3*) (Hanheng, Shanghai, China) or 20 μM RO4929097 (Selleck, S1575, China) into the joints using an insulin injection needle. AAV was first injected at 8 weeks of age and joints were harvested at 6 or 10 weeks after surgery or injected at 12 weeks of age and joints were harvested at 6 months or 18 months of age. RO4929097 was injected every two weeks starting at 2 weeks after DMM surgery and harvested at 6 or 10 weeks after surgery or injected every two weeks from the age of 12 weeks and harvested at 6 months or 18 months of age.

### Histological analysis

Human cartilage and mouse knee joints were fixed in 4% paraformaldehyde for 24 h, then decalcified in 10% EDTA (pH 7.4) for 21 days. The tissues were embedded in paraffin and sectioned continuously (3 μm thick) and serial sections were obtained from the medial and lateral compartments at 50 μm intervals. Seven to eight representative mid-sagittal sections were selected and deparaffinized in xylene, then hydrated with graded ethanol. Cartilage destruction was detected using Safranin-O/fast green staining. Slides were imaged using an Olympus-BX43 microscope (Olympus) with CellSens (v4.1) software. Degeneration of articular cartilage was quantified by three observers using the Osteoarthritis Research Society International (OARSI) scoring system under blinded conditions. Synovitis inflammation was scored (grade 0–3) as described previously^44^. Osteophyte formation was identified by Safranin-O staining, and osteophyte size was measured with an Aperio Image Scope V12 (Leica Microsystems Ltd, Wetzlar, Germany).

### Cells

Rib cartilage and articular cartilage were isolated from newborn mice (24–72 h) under a stereo light microscope and digested with trypsin for 30 min. The primary chondrocytes obtained were purified and digested with 0.1% collagenase type II (Sigma-Aldrich, St Louis, MO, USA) with 10% FBS, 100 U/mL penicillin, and 100 mg/mL streptomycin sulfate for 4–6 h at 37 °C. The purified primary chondrocytes were resuspended, and then maintained as a monolayer in DMEM/F12 with 10% FBS, 100 U/mL penicillin, and 100 mg/mL streptomycin sulfate at 37 °C under 5% CO_2_. The chondrogenic cell line ATDC5 was maintained in DMEM/F12 (Gibco/Life Technologies, Carlsbad, CA, USA) supplemented with 5% FBS, and 100 U/mL penicillin/streptomycin (Gibco/Life Technologies) at 37 °C under 5% CO_2_ before subsequent treatment. Cells were infected with LV3-NC or LV3-*Myl3*-mus at 800 MOI, transfected with a *Myl3*-encoding plasmid using Lipofectamine 3000 (Invitrogen), treated with vehicle or H_2_O_2_ (200 µM) or treated with vehicle or RO4929097 (20 µM) for the indicated time periods.

### Transferrin endocytosis

Cells were incubated with cold live cell image solution (LCIS,140 mM NaCl, 20 mM Hepes, 2.5 mM KCl, 1.8 mM CaCl_2_, and 1.0 mM MgCl_2_, pH 7.4) containing 20 mM glucose and 1% BSA for 10 min on ice. Then the cells were incubated with Alexa Fluor 594–transferrin (20 μg/mL) in LCIS containing 20 mM glucose and 1% BSA for 2 min at 20 °C. After three washes with the corresponding media, cells were transferred back to 37 °C for the indicated times. Finally, cells were acid-washed before fixation to remove transferrin still bound at the cell surface. After fixation with 4% paraformaldehyde for 10 min, cells were observed using an Olympus FluoView confocal microscope (FV10, Olympus), and fluorescence intensity was analyzed with ImageJ software.

### Biotin-transferrin uptake assay

Cells were washed three times in Hank’s balanced salt solution (pH 7.4) and then treated for 7 min at 37 °C with 8 µg/mL biotin-transferrin (Sigma-Aldrich) in the corresponding medium. After that, cells were washed three times with Hank’s balanced salt solution (pH 4.0) to remove the remaining surface-bound biotin-transferrin. In order to determine the level of surface-bound transferrin, cells were incubated for 30 min with biotin-transferrin at 4 °C and washed three times with Hank’s balanced salt solution (pH 7.4). Cell lysates were analyzed by immunoblotting.

### Statistics & reproducibility

Data are presented as means ± SD using SPSS version 20.0 software, and graphs were generated using GraphPad Prism 8.0. We used the Kolmogorov–Smirnov and Shapiro-Wilk test to assess data normality. The unpaired, two-tailed Student’s *t* test or Mann-Whitney rank sum test (for non-normally distributed data) was used to compare two independent groups. For comparing multiple values, we used a one-way analysis of variance (ANOVA) with Tukey’s post hoc test or Kruskal–Wallis test (for non-normally distributed data) with Dunn’s multiple comparisons tests. All statistical tests used were two-sided. Values of *p* < 0.05 were considered statistically significant. Sample size for each experiment is indicated in the legend. Sample sizes were chosen to ensure adequate statistical power based on the size of effects observed and reaching statistical significance based on the available samples. All experiments were conducted on at least three independent biological replicates, including all histology and immunohistochemistry experiments. Western blot pictures are from a representative experiment and the number of independent repeats is clearly indicated in the figure legends. The number of biological replicates is indicated in figures. Throughout this text, “*n*” represents the number of independent biological replicates per group. For in vitro experiments, cell cultures are randomly assigned to each experimental group. Wild-type and transgenic mice were randomly assigned to each experimental group with various treatments. Randomization was performed when performing DMM surgeries on mice, with the surgeon unaware of the genotype of the mice. Littermate mice were ultimately compared based on genotype. All allocations were randomized in this study. For the mice surgeries and intraarticular injections, the operators were blinded to the group information. The investigators used sample ID and were not given grouping information during data collection. For histological analysis, the investigation was blinded to the group information, including genotype, treatment, or surgical condition of mice. WB, RT-PCR, IHC, and IF were performed by participants other than the experiment designer.

### LC/MS-MS mass spectrometry-based proteomics

Articular cartilage was carefully isolated from 2- and 12-month-old mice (*n* = 3 independent biological replicates per group) with micro-scissors under a stereoscopic microscope (Olympus, Tokyo, Japan), subchondral bones were removed and isolated articular cartilage was washed with PBS. Samples were lyophilized overnight and stored at −80 °C until shipment to the PGME Bio (Guangzhou, China) to perform LC–MS/MS.

The sample was prepared by grinding it into cell powder using liquid nitrogen. Four volumes of lysis buffer containing 1% SDS and 1% protease inhibitor cocktail were added to the cell powder and sonicated for three minutes on ice using a high-intensity ultrasonic processor. After sonication, the debris was removed by centrifugation at 12,000 × *g* and 4 °C for 10 minutes. The protein concentration in the supernatant was determined using a BCA kit, according to the instructions provided by the manufacturer.

The protein sample encountered pre-cooled acetone treatment. Initially, one volume of acetone was used, followed by four volumes, resulting in precipitation at −20°C for a duration of 2 hours. The precipitate underwent 2–3 rounds of washing with pre-cooled acetone. Subsequently, the protein sample was dissolved in 200 mM TEAB and dispersed through the application of ultrasonication. Trypsin was introduced at a trypsin-to-protein mass ratio of 1:50 for the first digestion, which proceeded overnight. Afterward, the sample was subjected to reduction with 5 mM dithiothreitol at a temperature of 56 °C for 30 minutes, followed by alkylation with 11 mM iodoacetamide for 15 minutes in darkness at room temperature. Finally, peptide desalting was accomplished utilizing a Strata X SPE column.

The tryptic peptides were dissolved in solvent A and loaded onto a reversed-phase analytical column that was homemade. This column had dimensions of 25 cm in length and 100 μm in inner diameter. To separate the peptides, a mobile phase was used, consisting of solvent A (water containing 0.1% formic acid and 2% acetonitrile) and solvent B (water containing 0.1% formic acid and 90% acetonitrile). The separation protocol involved a gradient as follows: 0–68 min, 6%–23% B;68–82 min, 23%–32% B;82-86 min, 32%–80% B;86–90 min, 80% B. Subsequently, the separated peptides underwent analysis by an Orbitrap Exploris 480 equipped with a nano-electrospray ion source. For further MS/MS analyses, up to 25 precursors with the highest abundance were selected while implementing a dynamic exclusion of 20 seconds. The HCD fragmentation occurred at a normalized collision energy (NCE) of 27%. The automatic gain control (AGC) target was set to 100%, utilizing an intensity threshold of 50,000 ions/s and a maximum injection time of Auto.

The MaxQuant search engine (v.1.6.15.0) was utilized to process the MS/MS data and generate the desired results. To perform the search, the tandem mass spectra were compared against the Mus_musculus_10090_SP_20230103.fasta database (with a total of 17,132 entries). To enhance the accuracy of the search, this database was combined with a reverse decoy and contaminants database. For the enzymatic cleavage, Trypsin/P was specified, allowing for a maximum of 2 missing cleavages. Additionally, the minimum peptide length was set to 7, and each peptide was allowed to have a maximum of 5 modifications. To ensure precision, a mass tolerance of 20 ppm was applied to the precursor ions in both the first and main search. Similarly, a mass tolerance of 20 ppm was applied to the fragment ions. In terms of modifications, the fixed modification was carbamidomethyl on Cys. On the other hand, the variable modifications included acetylation on the protein N-terminal and oxidation on Met. The false discovery rate for protein, peptide, and PSM was adjusted to be less than 1%.

The fold change (FC) was calculated as the ratio of the mean relative quantitative values of proteins in the two groups of samples. To determine the significance of the difference, a *T* test was conducted on the relative quantitative values of protein in the two groups of samples, resulting in the calculation of a corresponding *P* value, which served as the significance index. The default threshold for significance was set at a *P* value < 0.05. To meet the normal distribution requirements of the *T* test, the relative quantitative values of proteins were logarithmically converted using Log2 before the test. Through the above difference analysis, when *P* value < 0.05, the change of differential expression level was more than 1.5 as the significantly upregulated change threshold, and 1/1.5 as the significantly downregulated change threshold.

### Immunohistochemistry (IHC) and IF

Specimens were prepared as described above and sections were incubated in citrate buffer (10 mM citric acid, pH 6.0) overnight at 60 °C to unmask the antigen. For IHC, 3% hydrogen peroxide was added for 10 min. Sections were blocked with 1% sheep serum for 1 h at 37 °C and incubated with primary antibodies (in 1% BSA, 0.1% Triton X-100) overnight at 4 °C. Subsequently, the sections were incubated with horseradish peroxidase-conjugated secondary antibodies (Jackson Immuno Research Laboratories, Inc., West Grove, PA, USA) for 1 h at room temperature. Finally, 3, 3-diaminobenzidine was used to observe the chromogen, with hematoxylin for counterstaining. All positively stained cells along the joint surface of each sample were counted in the femoral ankle and tibial plateau region, and the proportion of positive cells was evaluated using Image-Pro Plus 6.0 (Media Cybernetics, MD, USA). For IF staining, after incubation with primary antibodies, sections or cells seeded into a confocal dish were incubated with secondary antibodies conjugated with Alexa Fluor 488 or Alexa Fluor 594 (Life Technologies, Carlsbad, CA, USA) for 1 h at room temperature in the dark. Nuclei were labeled with 4, 6-diamidino-2-phenylindole (DAPI; Thermo Fisher Scientific, Waltham, MA, USA) and images were obtained using a FluoView FV1000 confocal microscope (Olympus) with FV10-ASW Viewer (v4.2) software. Images were analyzed using Image-Pro Plus (v6.0) software and Image J (v1.8). The number of positively stained cells in two fields per section of the articular cartilage and three sequential sections per mouse were counted in each group.

### SA-β-Gal staining

SA-β-Gal staining was performed using a Cell senescence β-galactosidase staining kit (Solarbio, G1580, Beijing, China) according to the manufacturer’s protocol. Briefly, cells were washed with PBS and fixed for 15 min. Then, the cells were washed with PBS and incubated with SA-β-Gal staining solution for 16 h at 37 °C. SA-β-Gal-positive cells were calculated in three random fields per culture dish and analyzed using ImageJ (NIH, Bethesda, MD, USA) and senescence was scored as a percentage of SA-β-Gal-positive cells relative to the total cell number.

### Skeletal staining and histological analysis

Skeletons of whole-mount embryos were stained with Alcian blue and Alizarin red. In brief, whole embryos were skinned, eviscerated, fixed with 95% ethanol for 4 days, and immersed in acetone for 3 days. Samples were stained with one volume of 0.3% Alcian blue 8GX in 70% ethanol, one volume of 0.1% Alizarin red S in 95% ethanol, one volume of 100% acetic acid, and 17 volumes of 100% ethanol. The lengths of the resting/proliferative and hypertrophic zones were measured using a microscope image-analysis program (AxioVision).

### RNA sequencing

Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol, and RNA quality was assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and checked using RNase-free agarose gel electrophoresis. Eukaryotic mRNA was enriched using Oligo beads and prokaryotic mRNA was enriched by removing rRNA with a Ribo-Zero™ Magnetic Kit (Epicentre, Madison, WI, USA). The enriched mRNA was fragmented into short fragments using fragmentation buffer and reverse transcribed into cDNA using random primers. Then second-strand cDNA was synthesized using DNA polymerase I, RNase H, dNTP, and buffer. The cDNA fragments were purified with a QiaQuick PCR extraction kit (Qiagen, Venlo, The Netherlands) to Illumina sequencing adapters. The ligation products were size selected by agarose gel electrophoresis, PCR amplified, and sequenced using an Illumina Novaseq 6000 by Gene Denovo Biotechnology Co. (Guangzhou, China). GO enrichment analysis was implemented using the GOseq R Package and DAVID online tool (https://david.ncifcrf.gov/). Pathways of differentially expressed genes were analyzed using the KEGG database (http://www.kegg.jp/kegg/) and GESA software (v4.0.3).

### RT-PCR analysis

RNA was isolated using Trizol (Invitrogen) and the concentrations were measured using a NanoDrop spectrophotometer (Thermo Fisher Scientific). Reverse transcription was performed with reverse transcriptase (Takara Bio, Shiga, Japan) according to the manufacturer’s instructions. RT-PCR was performed using SYBR-green reagent (Yeasen Biotechnology, Shanghai, China) with the appropriate primers according to the manufacturer’s instructions. Quantitative polymerase chain reaction was performed using LightCycler® 96 (Roche) with LightCycler® 96 software 1.1. PCR thermocycling conditions were as follows: 95 °C for 2 min, 94 °C for 15 s, 60 °C for 15 s, and 72 °C for 20 s, for a total of 40 cycles. Comparative quantification was performed using the 2-ΔΔCq method. The expression of each gene was normalized to the level of the housekeeping gene GAPDH. RT-PCR data was analyzed in Microsoft Excel version 16.36 and graphs were generated using GraphPad Prism 8.0. The primer sequences used in this study were: *GAPDH* forward 5’-TGG CCT TCC GTG TTC CTA C-3′ and reverse 5’-GAG TTG CTG TTG AAG TCG CA-3′; *Myl3* forward 5’-TGC CTC CAA GAT TAA GAT CGA GT-3′ and reverse 5’-CTC TGC CTG GGT AGG ATT CTG-3′; *Hes1* forward 5′- GAT AGC TCC CGG CAT TCC AAG-3′ and reverse 5′- GCG CGG TAT TTC CCC AAC A-3′; *Hey1* forward 5′- TGG CAG AAG TTG CGC GTT AT-3′ and reverse 5’-CGC TGG GAA GCG TAG TTG TT-3; *p16* forward 5’-GCT CAA CTA CGG TGC AGA TTC-3′ and reverse 5’-GCA CGA TGT CTT GAT GTC CC-3′; *p53* forward 5’-CCC CTG TCA TCT TTT GTC CCT-3′ and reverse 5’-AGC TGG CAG AAT AGC TTA TTG AG-3′.

### Co-immunoprecipitation assay

For the co-immunoprecipitation assay, cells were washed twice with ice-cold PBS and then lysed in lysis buffer (40 mM HEPES [pH 7.4], 2 mM EDTA, 10 mM pyrophosphate, 10 mM glycerophosphate, 0.3% CHAPS and one tablet of EDTA-free protease inhibitors (Roche, Basel, Switzerland) per 25 mL) on ice for 30 min. After centrifugation for 10 min at 12,000 × *g* and 4 °C, primary antibodies were added to the supernatant and rotated overnight at 4 °C. A 50% slurry of Protein A + G Sepharose (Santa Cruz Biotechnology, Santa Cruz, CA, USA) was then added to the samples, and the samples were rotated for 1 h at 4 °C. The immunoprecipitates were washed three times with lysis buffer, the pellets were dissolved in 2× SDS loading buffer after centrifugation and boiled for 10 min at 100 °C. Proteins were analyzed by immunoblotting with the indicated antibodies.

### Immunoblotting

Tissues and cells were lysed in 2× SDS buffer (62.5 mM Tris-HCl [pH 6.8], 10% glycerol, 2% SDS, 50 mM dithiothreitol, 0.01% bromophenol blue) on ice and heated for 10 min at 96 °C. The lysates were then separated using 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes (Bio-Rad Laboratories, Berkeley, CA, USA) by the wet transfer method. Each membrane was blocked with 5% nonfat milk in 100 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.05% Tween 20, for 1 h at room temperature, and then incubated with primary antibodies overnight at 4 °C on a shaker. The following day the membranes were incubated with an appropriate horseradish peroxidase-conjugated secondary antibody for 1 h at room temperature. The reacted proteins were detected with enhanced chemiluminescence reagents (Santa Cruz Biotechnology). Tanon image (v1.0) software and GeneSys (v1.8.5) used for imaging and data acquisition.

### Antibodies

The following antibodies were used for IHC or IF analysis: peroxidase-conjugated affinipure goat anti-mouse IgG (1:500, 115-035-003, Jackson ImmunoResearch, USA), peroxidase-conjugated affiniPure goat anti-rabbit IgG (1:500, 111-035-003, Jackson ImmunoResearch), anti-rabbit Alexa Fluor™ 488 (1:400, a11008, Invitrogen, USA), anti-rabbit Alexa Fluor™ 594 (1:400, a11012, Invitrogen), anti-mouse Alexa Fluor™ 488 (1:400, a21202, Invitrogen), anti-mouse Alexa Fluor™ 594 (1:400, a21203, Invitrogen), mouse monoclonal anti-MYL3 (1:200, MLM527, ab680; Abcam, Cambridge, UK), rabbit polyclonal anti-MYL3 (1:100, 10913-1-AP, Proteintech, Rosemont, IL, USA), mouse monoclonal anti-p16 (1:200, 2D9A12, ab54210, Abcam), rabbit polyclonal anti-p16 (1:200, A0262, Abclonal, Wuhan, CN), rabbit monoclonal anti-γH2AX (1:200, EP8542Y, ab81299, Abcam), rabbit polyclonal anti-HMGB1 (1:200, 10829-1-A, Proteintech), rabbit polyclonal anti-MMP13 (1:200, A1606, Abclonal), rabbit polyclonal anti-NICD (1:200, ab8925, Abcam), rabbit polyclonal anti-MYO6(1:200, 26778-1-AP, Proteintech), rabbit polyclonal anti-MYO6(1:200, ab230478, Abcam), rabbit polyclonal anti-clathrin (1:200, ab21679, Abcam), mouse monoclonal anti-clathrin (1:200, X22, ab2731, Abcam), mouse monoclonal anti-RAB5 (1:200, 3A4, ab66746, Abcam), mouse monoclonal anti-RAB7 (1:200, Rab7-117, ab50533, Abcam), rabbit monoclonal anti-HES1 (1:100, ARC0513, A0925, Abclonal). The following antibodies were used for western blotting: peroxidase-conjugated affinipure goat anti-mouse IgG (1:5000, 115-035-003, Jackson ImmunoResearch, USA), peroxidase-conjugated affinipure goat anti-rabbit IgG (1:5000, 111-035-003, Jackson ImmunoResearch), rabbit polyclonal anti-MYL3 (1:1000, 10913-1-AP, Proteintech), rabbit polyclonal anti-p16 (1:1000, A0262, Abclonal), rabbit polyclonal anti-MMP13 (1:2000, A1606, Abclonal), rabbit polyclonal anti-p21 (1:2000, A1483, Abclonal), mouse monoclonal anti-p53 (1:2000, Clone 1C12, 2524 S, Cell Signaling Technology, Danvers, USA), rabbit monoclonal anti-γH2AX (1:1000, EP8542Y, ab81299, Abcam), rabbit polyclonal anti-MYO6 (1:1000, 26778-1-AP, Proteintech), rabbit polyclonal anti-MYO6 (1:1000, ab230478, Abcam), rabbit polyclonal anti-Clathrin (1:1000, ab21679, Abcam), rabbit polyclonal anti-HEY1 (1:1000, A16110, Proteintech) and rabbit monoclonal anti-HES1 (1:1000, A0925, Abclonal).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review file

Reporting Summary

### Source data

Source Data

## Data Availability

The original RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE232325. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD044684. All other relevant data supporting the findings of this study are available within the article and its Supplementary Information file. Source data are provided with this paper.

# Supplementary material for: MYL3 protects chondrocytes from senescence by inhibiting clathrin-mediated endocytosis and activating of Notch signaling
**Source:** Nat Commun. 2023 Oct 4;14:6190. doi: 10.1038/s41467-023-41858-7

1 **MYL3 protects chondrocytes from senescence by inhibiting clathrin-**  
2 **mediated endocytosis and activating of Notch signaling**  
3  
4 **Supplementary Figures**

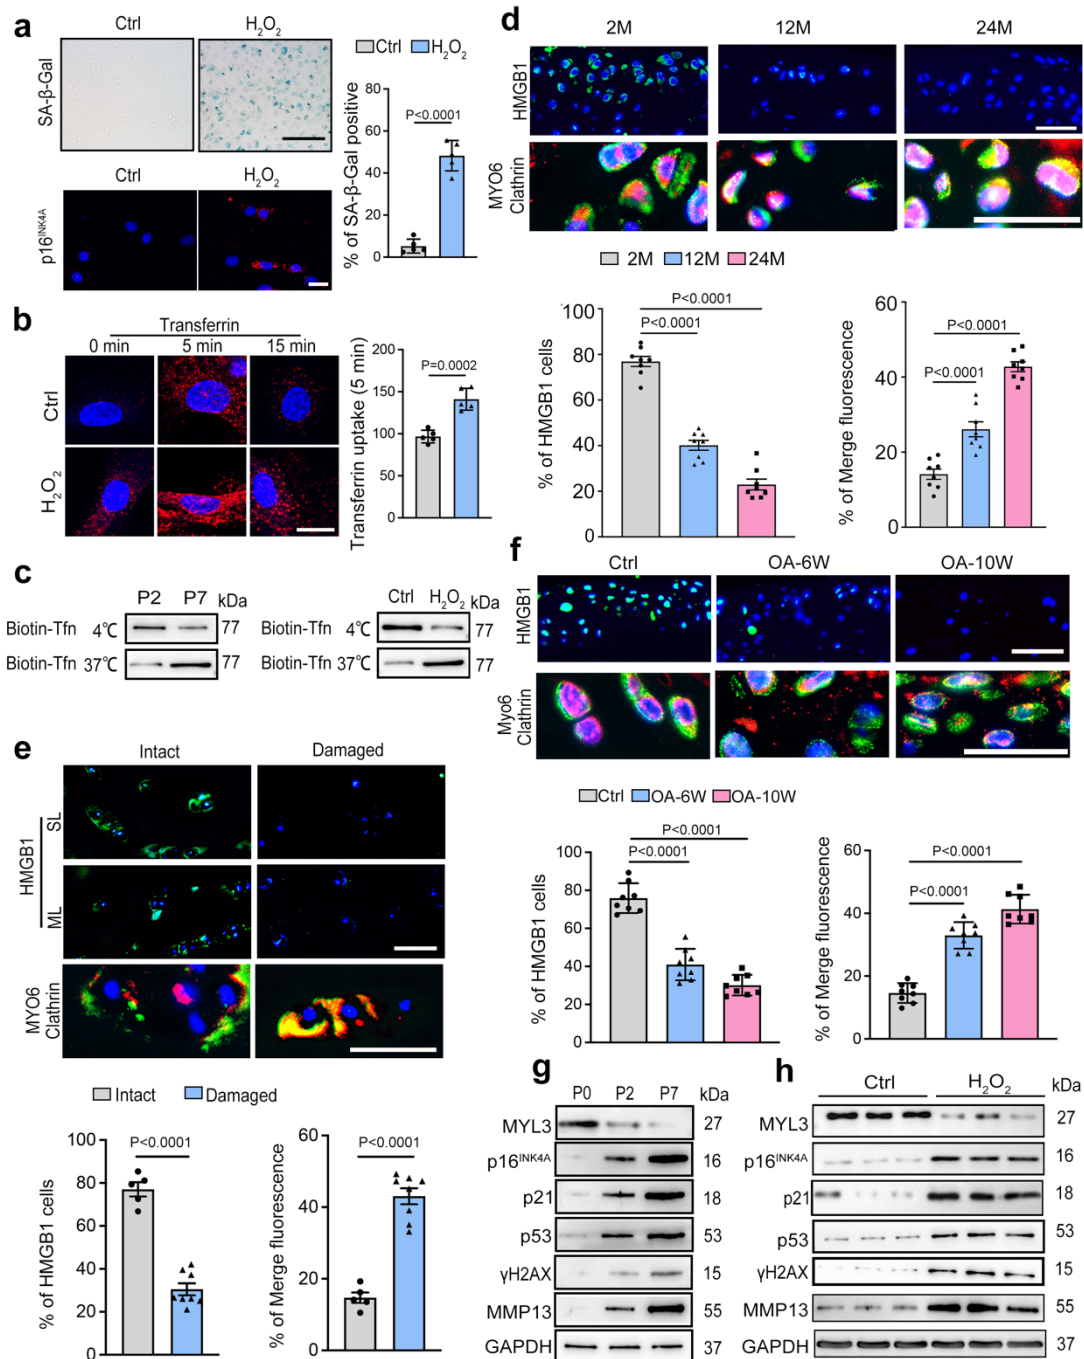

5  
6 **Supplementary Figure 1: CME is enhanced and MYL3 expression is decreased in**  
7 **senescent chondrocytes.**

8 (a) Images and quantification of SA- $\beta$ -Gal positivity and IF staining of p16<sup>INK4A</sup> in mouse  
9 primary chondrocytes with or without H<sub>2</sub>O<sub>2</sub> treatment. n = 5, bars= 25  $\mu$ m. (b) Images and  
10 quantification of transferrin endocytosis in mouse primary chondrocytes with or without H<sub>2</sub>O<sub>2</sub>  
11 treatment. n = 5, bars= 25  $\mu$ m. (c) Internalized Biotin-transferrin at passage two or seven and  
12 internalized Biotin-transferrin with or without H<sub>2</sub>O<sub>2</sub> treatment. (d) Images and quantification of  
13 IF staining of HMGB1 and double IF staining of Clathrin and MYO6 in articular cartilage from  
14 2-, 12- and 24-month-old mice, n = 8, bars= 50  $\mu$ m. (e) Images and quantification of IF staining  
15 of HMGB1 and double IF staining of Clathrin and MYO6 in articular cartilage in intact (n = 5)  
16 and damaged (n = 9) articular cartilage sections collected from OA patients. bars= 50  $\mu$ m. (f)  
17 Images and quantification of IF staining of HMGB1 and double IF staining of Clathrin and  
18 MYO6 in articular cartilage from mice of control, 6- and 10- weeks post DMM surgery. n = 8,  
19 bars= 50  $\mu$ m. (g) Protein levels of MYL3, p16<sup>INK4A</sup>, p21, p53,  $\gamma$ H2AX and MMP13 in primary  
20 chondrocytes from control mice at passage 0, 2 and 7. (h) Protein levels of MYL3, p16<sup>INK4A</sup>,  
21 p21 p53 and  $\gamma$ H2AX in primary chondrocytes from control mice with or without H<sub>2</sub>O<sub>2</sub> treatment.  
22 Data are representative of three independent experiments and are all shown as means  $\pm$  SD. P  
23 values are from two-tailed unpaired t-test (a, b, e) and one-way ANOVA test followed by  
24 Tukey's post hoc test (d, f). n indicates the number of biologically independent samples, mice  
25 per group, or human specimens. Source data are provided as a Source Data file.

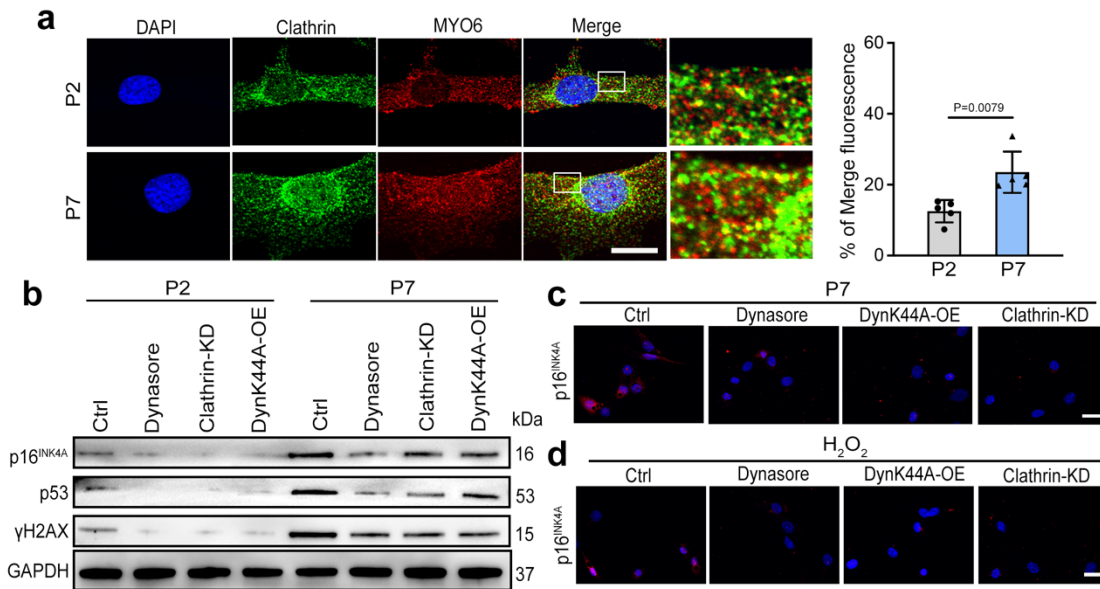

## Supplementary Figure 2: CME negatively regulates cellular senescence in chondrocytes.

(a) Images and quantification of IF staining for Clathrin and MYO6 colocalization in primary chondrocytes at passage 2 or 7.  $n = 5$ , bars= 25  $\mu\text{m}$ . (b) Protein levels of p16<sup>INK4A</sup>, p53 and  $\gamma\text{H2AX}$  in primary chondrocytes from control, Dynasore, DynK44A-OE, or Clathrin-KD at passage 2 or 7. (c) IF staining images of p16<sup>INK4A</sup> in primary chondrocytes from control, Dynasore, DynK44A-OE, or Clathrin-KD at passage 7. (d) IF staining images of p16<sup>INK4A</sup> in primary chondrocytes from control, Dynasore, DynK44A-OE, or Clathrin-KD upon H<sub>2</sub>O<sub>2</sub> exposure. Data are representative of three independent experiments and are all shown as means  $\pm$  SD. P values are from two-tailed Mann–Whitney U-test (a).  $n$  indicates the number of biologically independent samples or mice per group. Source data are provided as a Source Data file.

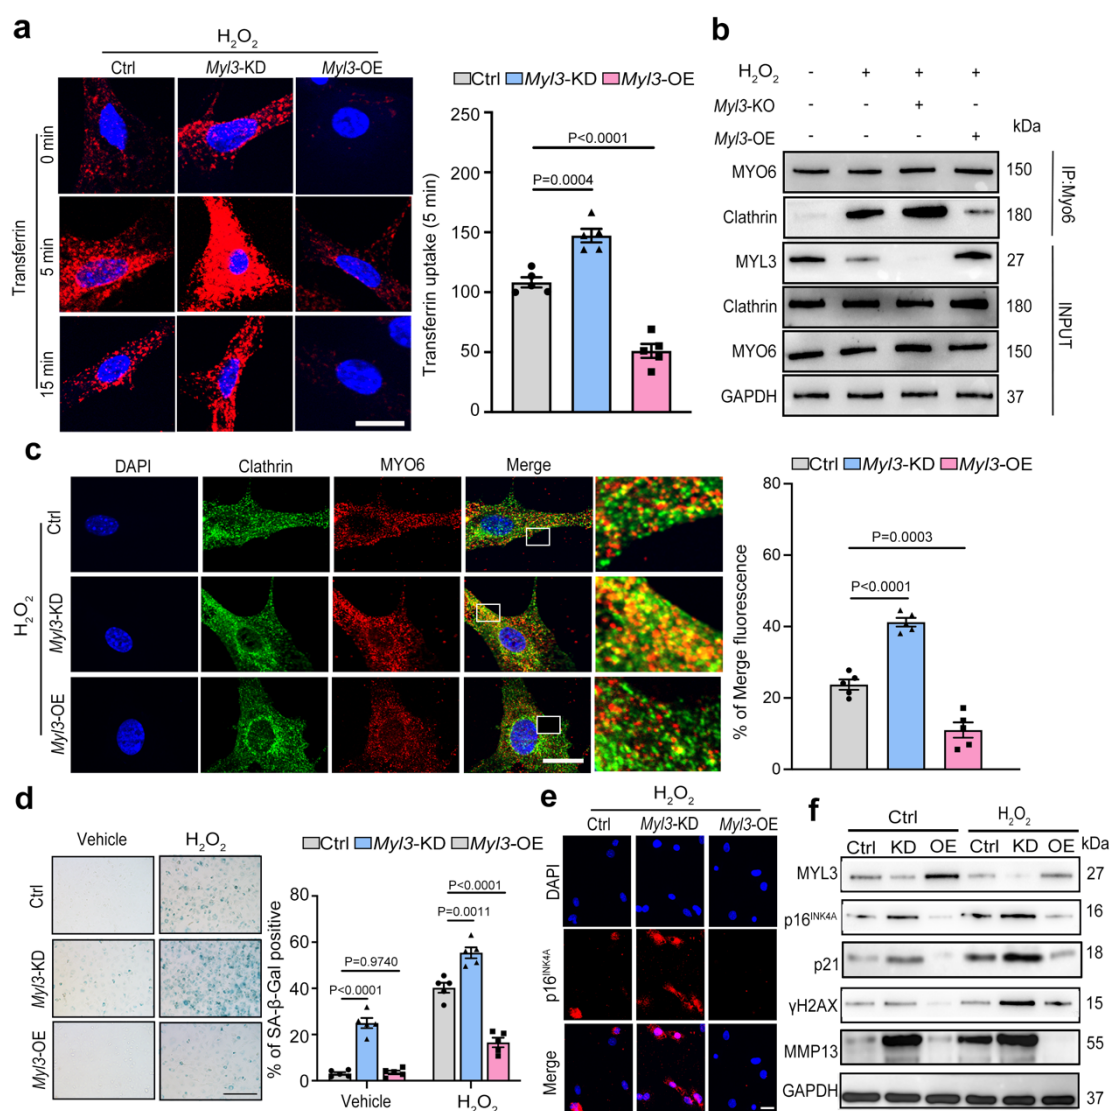

### Supplementary Figure 3: MYL3 negatively regulates CME and cellular senescence in chondrocytes with $H_2O_2$ treatment.

(a) Images and quantification of endocytosed transferrin in mouse primary chondrocytes transfected with control, *MyI3*-KD or *MyI3*-OE and with  $H_2O_2$  treatment. n = 5, bars = 25  $\mu$ m.

(b) IP detecting the binding of MYO6 and Clathrin in primary chondrocytes with vehicle or  $H_2O_2$  treatment in conditions of control, *MyI3*-KD or *MyI3*-OE. (c) IF images and quantification of Clathrin (green) and MYO6 (red) co-localization in mouse primary chondrocytes transfected with control, *MyI3*-KD or *MyI3*-OE and with  $H_2O_2$  treatment. n = 5, bars = 25  $\mu$ m. (d) Images

and quantification of SA- $\beta$ -Gal positivity in mouse primary chondrocytes transfected with control, *MyI3*-KD or *MyI3*-OE and with H<sub>2</sub>O<sub>2</sub> treatment. n = 5, bars= 25  $\mu$ m. (e) IF staining images of p16<sup>INK4A</sup> in mouse primary chondrocytes transfected with control, *MyI3*-KD or *MyI3*-OE and with H<sub>2</sub>O<sub>2</sub> treatment. n = 5, bar= 25  $\mu$ m. (f) Protein levels of MYL3, p16<sup>INK4A</sup>, P21,  $\gamma$ H2AX and MMP13 in mouse primary chondrocytes transduced with control, *MyI3*-KD or *MyI3*-OE after H<sub>2</sub>O<sub>2</sub> treatment. Data are representative of three independent experiments and are all shown as means  $\pm$  SD. P values are from one-way ANOVA test followed by Tukey's post hoc test (a, c, d). n indicates the number of biologically independent samples or mice per group. Source data are provided as a Source Data file.

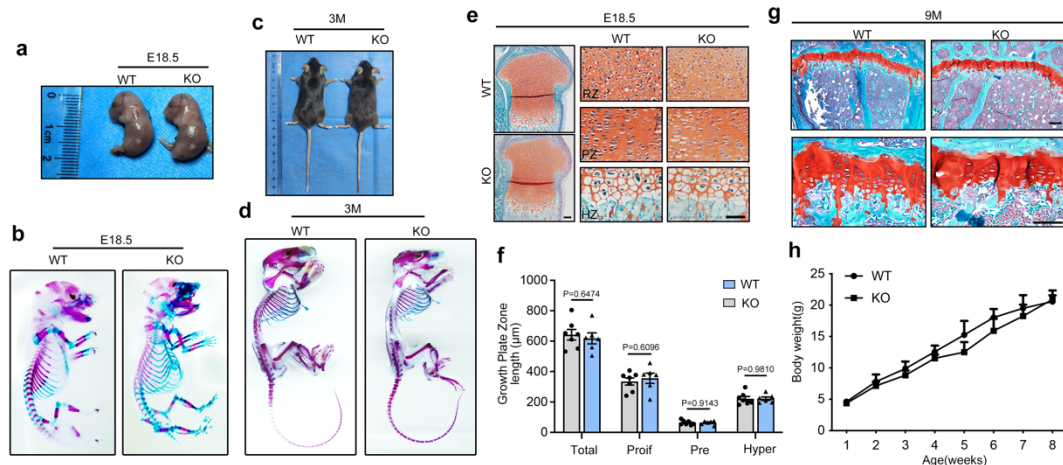

# **Supplementary Figure 4: Deletion of MYL3 did not affect the skeletal development of the mice.**

(a) Gross appearance images of control mice and *MyI3*-KO mice at embryonic day 18.5 (E18.5).

(b) Alcian blue and Alizarin red staining of skeletons of control and *MyI3*-KO mice at E18.5.

(c) Gross appearance images of control and *MyI3*-KO mice at 3 months. (d) Alcian blue and Alizarin red staining of skeletons of control and *MyI3*-KO mice at 3 months. (e) Safranin-O and fast green staining of sagittal sections of tibia from control mice or *MyI3*-KO mice at E18.5.

RZ, resting zone, PZ, proliferation zone, HZ, hypertrophic zone. n= 5 independent biological replicates per group, bars= 50 μm. (f) Quantification of the growth plate zone in tibiae from control mice or *MyI3*-KO mice at E18.5. (g) Safranin-O and fast green staining of sagittal sections of tibiae from control mice and *MyI3*-KO mice at 9 months. n = 5 independent biological replicates per group, bars= 50 μm. (h) Graph showing control and *MyI3*-KO mouse body weights from postnatal week 1 to week 8. n = 8 independent biological replicates per group. Data are all shown as means ± SD. P values are from two-tailed unpaired t-test. n indicates the number of biologically independent samples or mice per group. Source data are provided as a Source Data file.

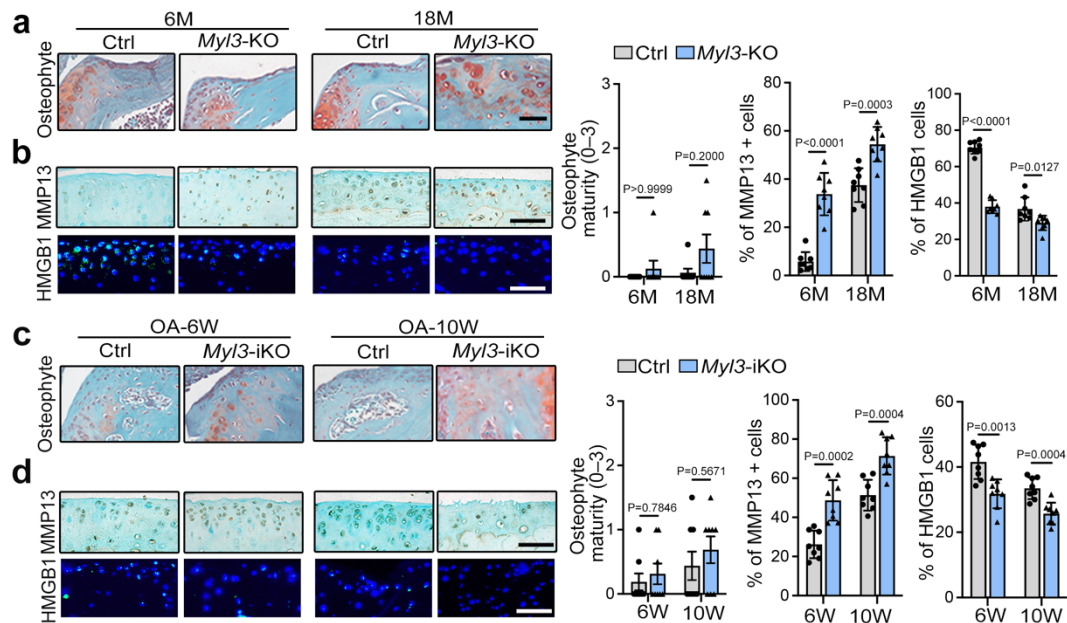

**Supplementary Figure 5: Deletion of MYL3 in chondrocytes has minor effect on osteophytes formation, but increases chondrocytes catabolism.**

(a) Safranin-O staining images of osteophyte and quantification of osteophyte maturity from control and *MyI3*-KO mice at 6 months and 18 months. n = 8, bars= 50  $\mu$ m. (b) IHC staining of MMP13 and IF staining of HMGB1, and quantification of MMP13- and HMGB1-positive cells in articular cartilage from control and *MyI3*-KO mice at 6 months and 18 months. n = 8, bars= 50  $\mu$ m. (c) Safranin-O staining images of osteophyte and quantification of osteophyte maturity from control and *MyI3*-iKO mice at 6- and 10-weeks post-surgery. n = 8, scale bars, 50  $\mu$ m. (d) IHC staining of MMP13 and IF staining of HMGB1, and quantification of MMP13-, and HMGB1-positive cells in articular cartilage from control and *MyI3*-iKO mice at 6- and 10-weeks post-surgery. n = 8, bars= 50  $\mu$ m. Data are all shown as means  $\pm$  SD. P values are from two-tailed Mann-Whitney U-test (osteophyte maturity in a, c) and two-tailed unpaired t-test (remaining quantification). n indicates the number of biologically independent samples or mice per group. Source data are provided as a Source Data file.

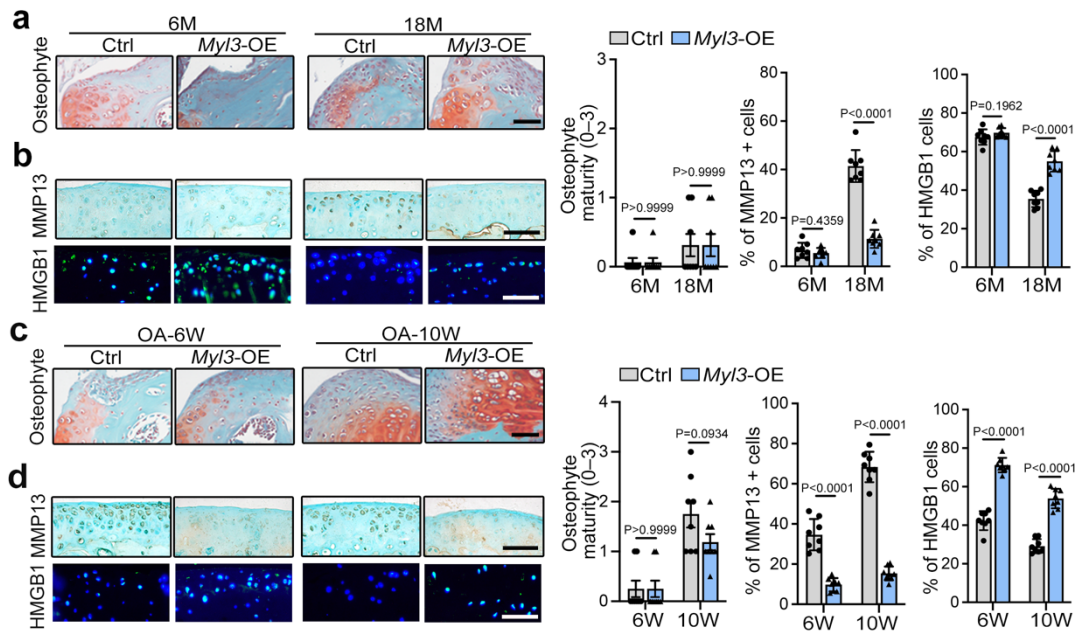

**Supplementary Figure 6: Overexpression of MYL3 attenuates chondrocytes catabolism.**

(a) Safranin-O staining images and quantification of osteophyte maturity from control and *Myl3*-OE mice at 6 months and 18 months.  $n = 8$ , bars= 50  $\mu\text{m}$ . (b) IHC staining of MMP13 and IF staining of HMGB1, and quantification of MMP13- and HMGB1-positive cells in articular cartilage from control and *Myl3*-OE mice at 6 months and 18 months.  $n = 8$ , bars= 50  $\mu\text{m}$ . (c) Safranin-O staining images and quantification of osteophyte maturity from control and *Myl3*-OE mice at 6- and 10-weeks post-surgery.  $n = 8$ , bars= 50  $\mu\text{m}$ . (d) IHC staining of MMP13 and IF staining of HMGB1, and quantification of MMP13- and HMGB1-positive cells in articular cartilage from control and *Myl3*-OE mice at 6- and 10-weeks post-surgery.  $n = 8$ , bars= 50  $\mu\text{m}$ . Data are all shown as means  $\pm$  SD. P values are from two-tailed Mann–Whitney U-test (osteophyte maturity in a) and two-tailed unpaired t-test (remaining quantification).  $n$  indicates the number of biologically independent samples or mice per group. Source data are provided as a Source Data file.

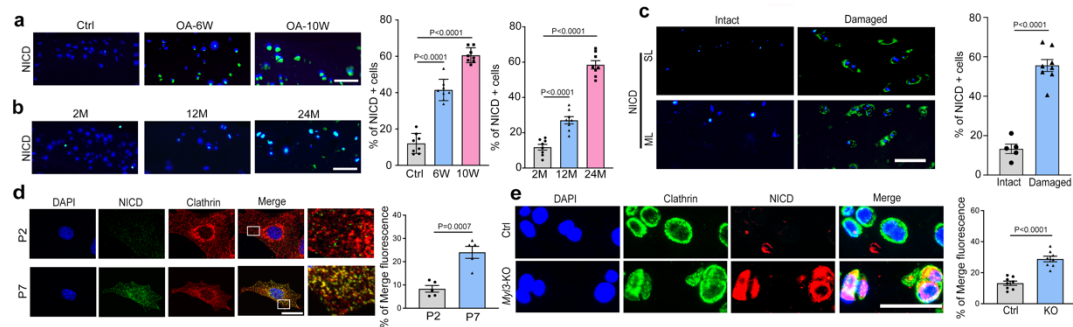

## Supplementary Figure 7: Endocytosis of NICD is enhanced in senescent chondrocytes.

(a) Images and quantification of IF staining for NICD in articular cartilage from mice of control, 6- and 10- weeks post DMM surgery. n = 8, bars= 50  $\mu$ m. (b) Images and quantification of IF staining for NICD in articular cartilage from 2-, 12- and 24-month-old mic. n = 8, bars= 50  $\mu$ m. (c) Images and quantification of IF staining for NICD in intact (n = 5) and damaged (n = 9) articular cartilage sections collected from OA patients. Bars= 50  $\mu$ m. (d) Images and quantification of IF staining for NICD (green) and Clathrin (red) colocalization in mouse primary chondrocytes from control mice at passage 2 and 7. n = 5, bars= 25  $\mu$ m. (e) Images and quantification of IF staining for NICD (red) and Clathrin (green) colocalization in articular cartilage from control and *Myf3*-KO mice. n = 8, bars= 50  $\mu$ m. Data are all shown as means  $\pm$  SD. P values are from two-tailed unpaired t-test (c-e) and one-way ANOVA test followed by Tukey's post hoc test (a-b). n indicates the number of biologically independent samples, mice per group, or human specimens. Source data are provided as a Source Data file.

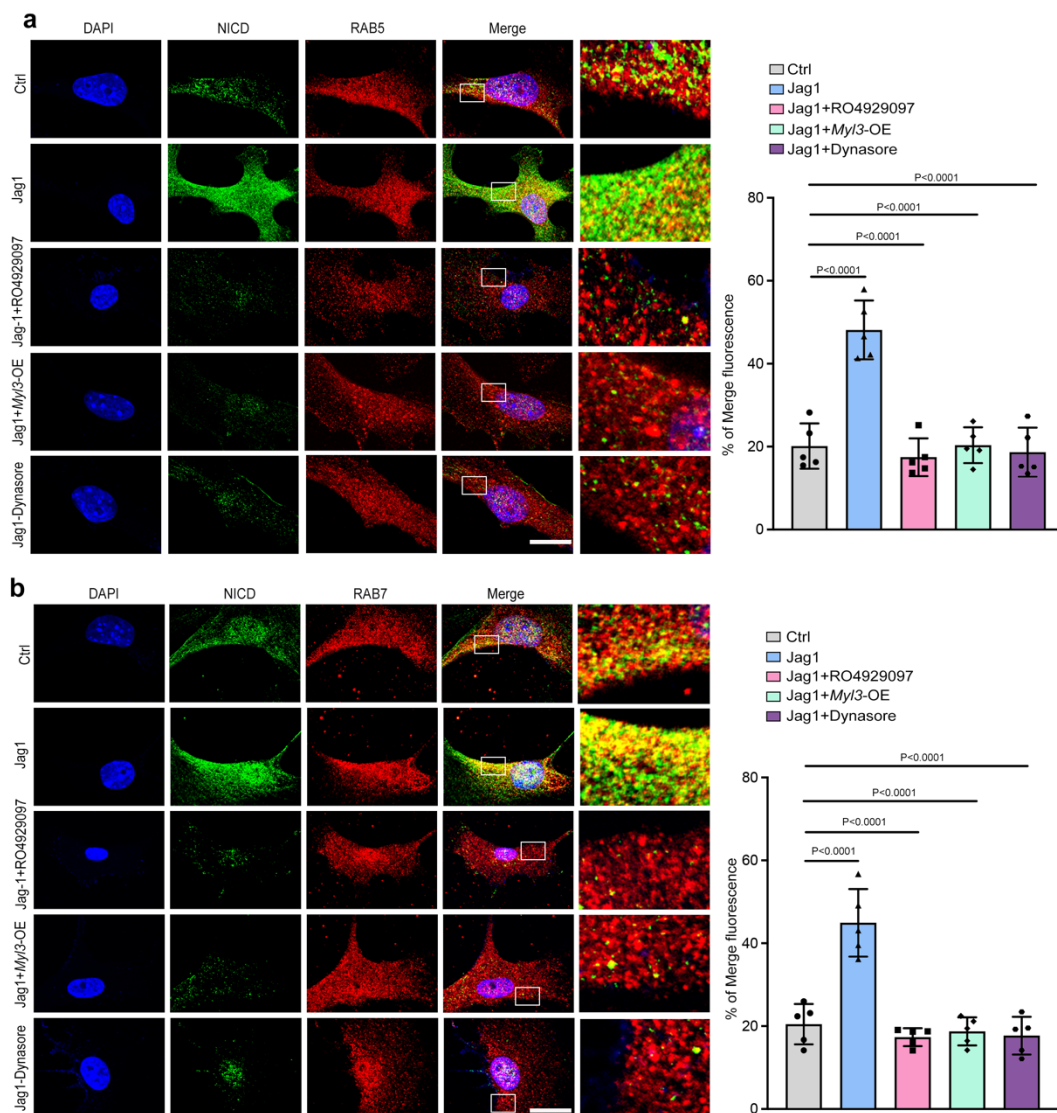

**Supplementary Figure 8: Inhibition of CME downregulated co-localization of NICD and RAB5 or RAB7.**

(a) Images and quantification of IF staining for NICD (green) and RAB5 (red) colocalization in mouse primary chondrocytes from control, jag1, jag1+RO4929097, jag1+MyI3-OE, or jag1+dynasore group. n = 5, bars= 25  $\mu$ m. (b) Images and quantification of IF staining for NICD (green) and RAB7 (red) colocalization in mouse primary chondrocytes from control, jag1, jag1+RO4929097, jag1+MyI3-OE, or jag1+dynasore group. n = 5, bars= 25  $\mu$ m. Data are all shown as means  $\pm$  SD. P values are from one-way ANOVA test followed by Tukey's post hoc

133 test (a, b). n indicates the number of biologically independent samples or mice per group.

134 Source data are provided as a Source Data file.

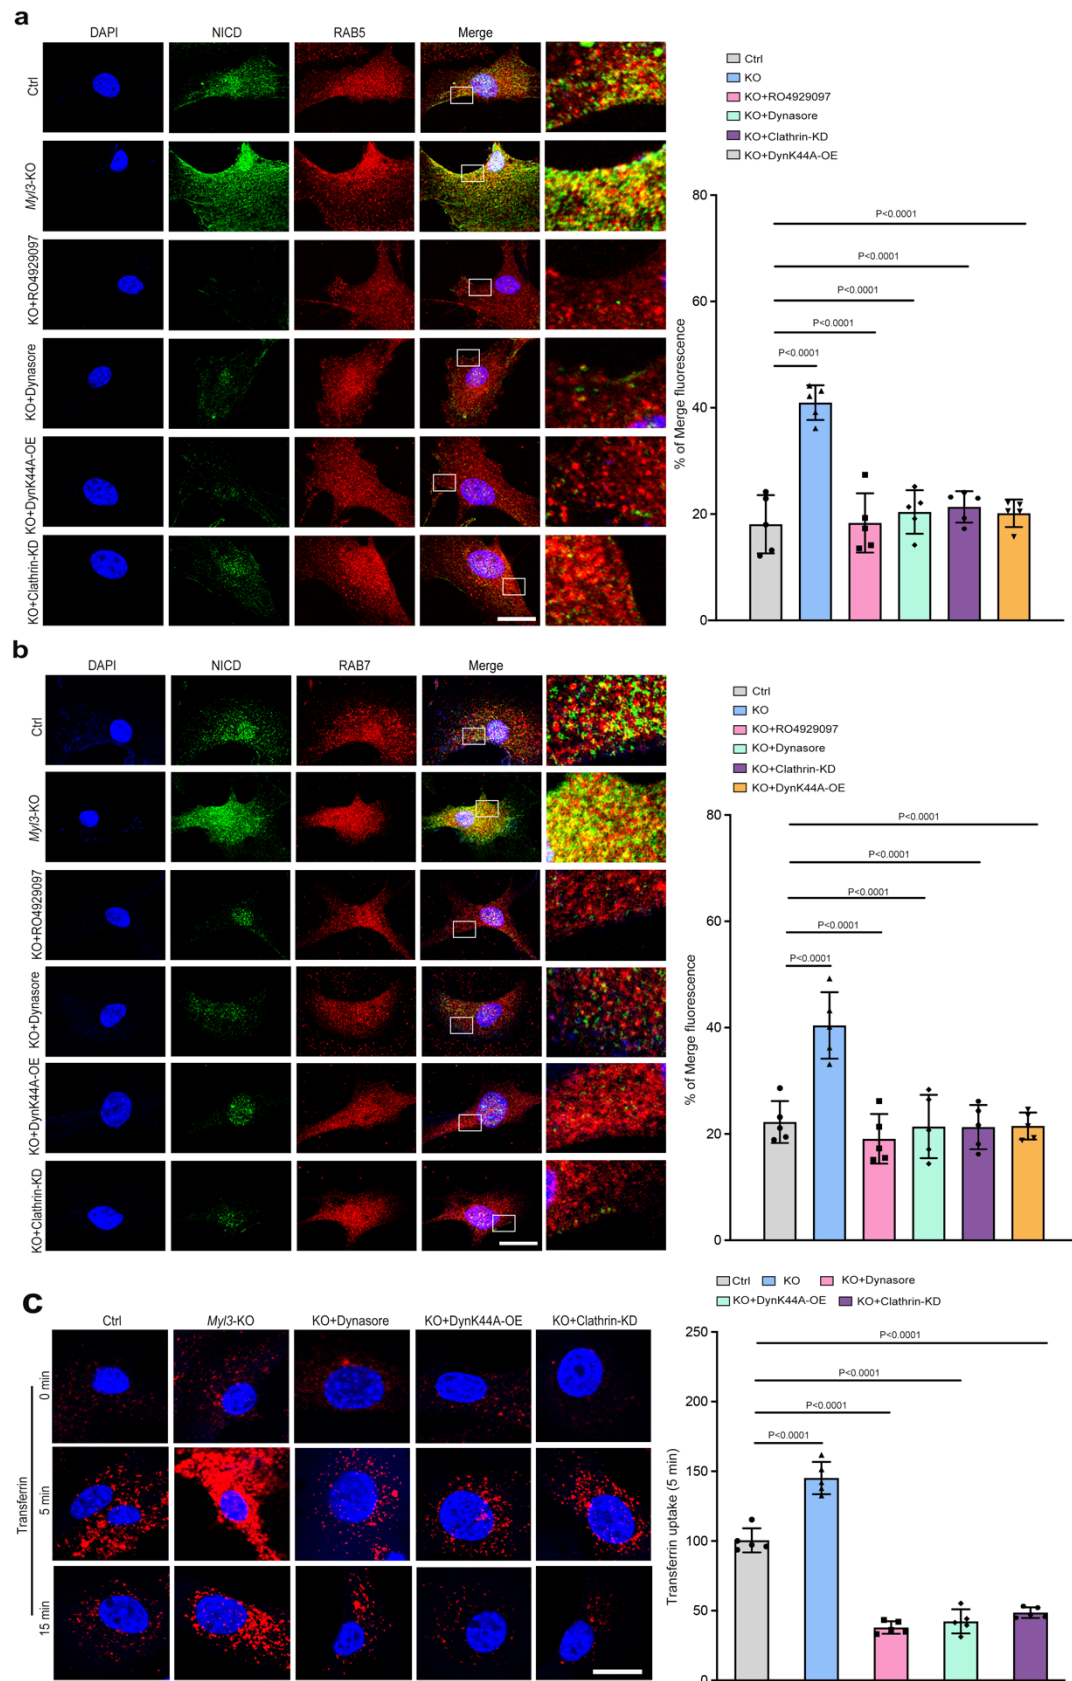

135

136 **Supplementary Figure 9: Inhibition of CME prevents MYL3 loss-enhanced .Notch**

**signaling**

(a) Images and quantification of IF staining for NICD (green) and RAB5 (red) colocalization in primary chondrocytes from control, *MyI3*-KO, KO+RO4929097, KO+Dynasore, KO+DynK44A-OE, or KO+Clathrin-KD group. n = 5, bars= 25  $\mu$ m. (b) Images and quantification of IF staining for NICD (green) and RAB7 (red) colocalization in primary chondrocytes from control, *MyI3*-KO, KO+RO4929097, KO+Dynasore, KO+DynK44A-OE, or KO+Clathrin-KD group. n = 5, bars= 25  $\mu$ m. (c) Images and quantification of endocytosed transferrin in mouse primary chondrocytes from control, *MyI3*-KO, KO+Dynasore, KO+DynK44A-OE, or KO+Clathrin-KD group. n = 5, bars= 25  $\mu$ m. Data are all shown as means  $\pm$  SD. P values are from one-way ANOVA test followed by Tukey's post hoc test (a-c). n indicates the number of biologically independent samples or mice per group. Source data are provided as a Source Data file.

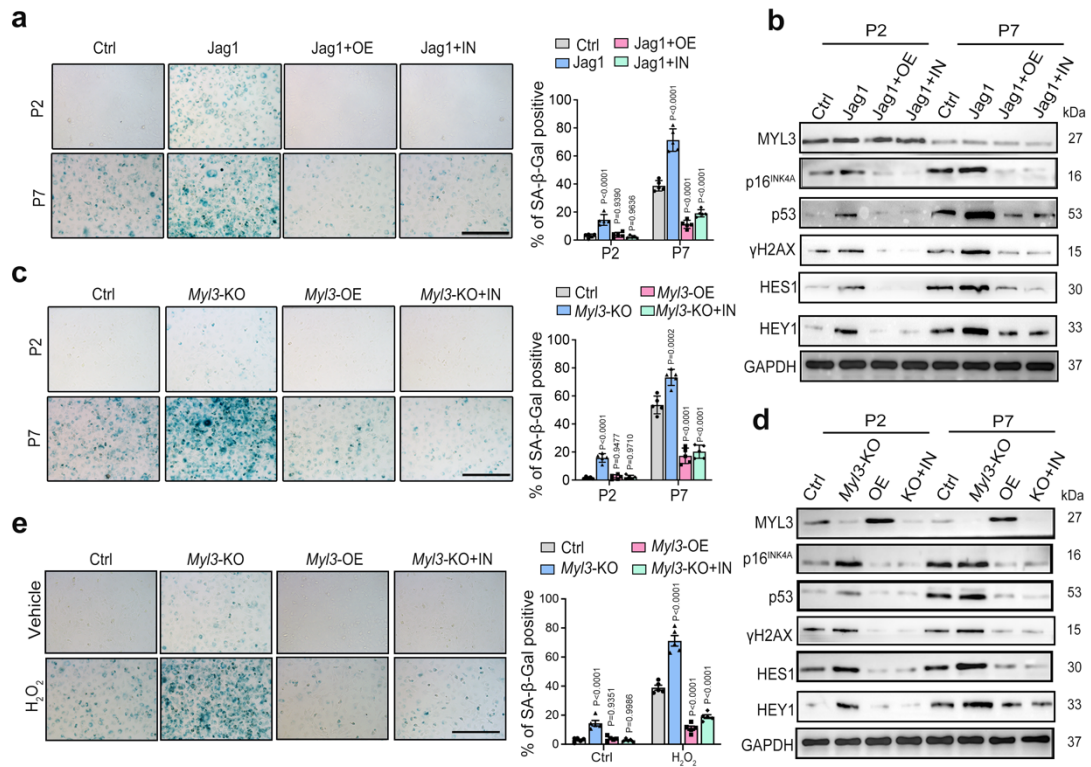

# **Supplementary Figure 10: Inhibition of Notch prevents MYL3 loss-enhanced chondrocyte senescence.**

(a) Images and quantification of SA-β-Gal positivity, and protein levels of MYL3, p16<sup>INK4A</sup>, p53, γH2AX, HES1, and HEY1. (b) in primary chondrocytes from control, *Jag1*-treatment, *Jag1*-treatment with *MyI3*-OE or RO4929097 group at passage 2 and 7. n = 5, bars = 100 μm. IN, RO4929097.

(c) Images and quantification of SA-β-Gal positivity, and protein levels of MYL3, p16<sup>INK4A</sup>, p53, γH2AX, HES1 and HEY1. (d) in primary chondrocytes from control, *MyI3*-KO, *MyI3*-OE or *MyI3*-KO with RO4929097 group at passage 2 and 7. n = 5, bars = 100 μm. IN, RO4929097.

(e) Images and quantification of SA-β-Gal positivity in primary chondrocytes from control, *MyI3*-KO, *MyI3*-OE or *MyI3*-KO with RO4929097 group with vehicle or H<sub>2</sub>O<sub>2</sub> treatment. n = 5, bars = 100 μm. Data are representative of three independent experiments and are all shown as means ± SD. P values are from one-way ANOVA test followed by Tukey's post hoc test (a-

163 e). n indicates the number of biologically independent samples or mice per group. Source data

164 are provided as a Source Data file.

165

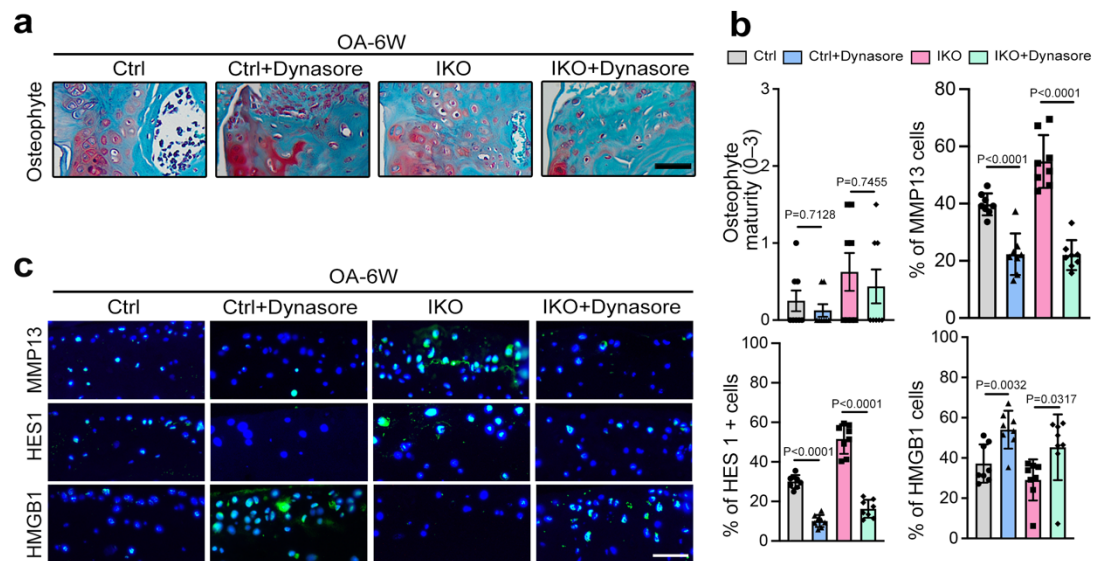

**Supplementary Figure 11: Inhibition of CME prevents MYL3 loss-enhanced chondrocyte catabolism in experimental OA.**

(a) Safranin-O staining images and quantification (b) of osteophyte maturity in articular cartilage from control or *My13*-iKO mice treated with dynasore or vehicle intra-articular injections at 6 weeks post-surgery. n = 8, bars= 50  $\mu$ m. (c) IF staining and quantification (b) of MMP13, HES1 and HMGB1 in articular cartilage from control or *My13*-iKO mice treated with dynasore or vehicle intra-articular injections at 6 weeks post-surgery. n = 8, bars= 50  $\mu$ m. Data are all shown as means  $\pm$  SD. P values are from two-tailed Mann–Whitney U-test (osteophyte maturity in b) and two-tailed unpaired t-test (remaining quantification). n indicates the number of biologically independent samples or mice per group. Source data are provided as a Source Data file.

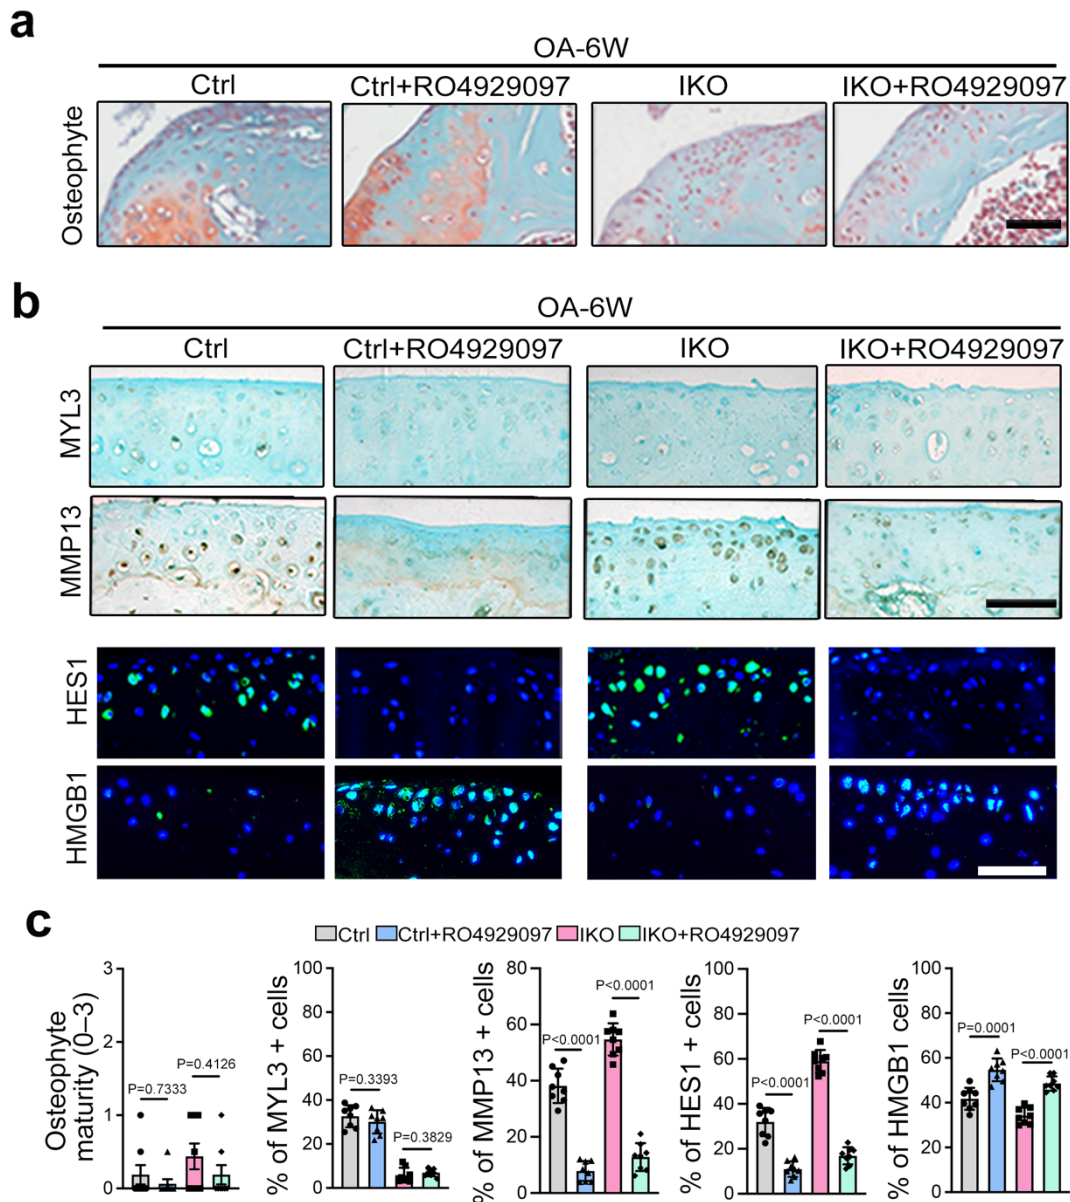

**Supplementary Figure 12: Inhibition of Notch signaling prevents MYL3 loss-enhanced chondrocyte catabolism in experimental OA.**

(a) Safranin-O staining images and quantification of osteophyte maturity in articular cartilage from control or *MyI3*-iKO mice treated with RO4929097 or vehicle intra-articular injections at 6 weeks post-surgery. n = 8, bars= 50  $\mu$ m. (b) IHC staining and quantification (c) of MYL3 and MMP13 and IF staining of HES1 and HMGB1 in articular cartilage from control or *MyI3*-iKO mice treated with RO4929097 or vehicle intra-articular injections at 6 weeks post-surgery. n =

187 8, bars= 50  $\mu$ m. Data are all shown as means  $\pm$  SD. P values are from two-tailed Mann–Whitney  
188 U-test (osteophyte maturity in c) and two-tailed unpaired t-test (remaining quantification). n  
189 indicates the number of biologically independent samples or mice per group. Source data are  
190 provided as a Source Data file.  
191

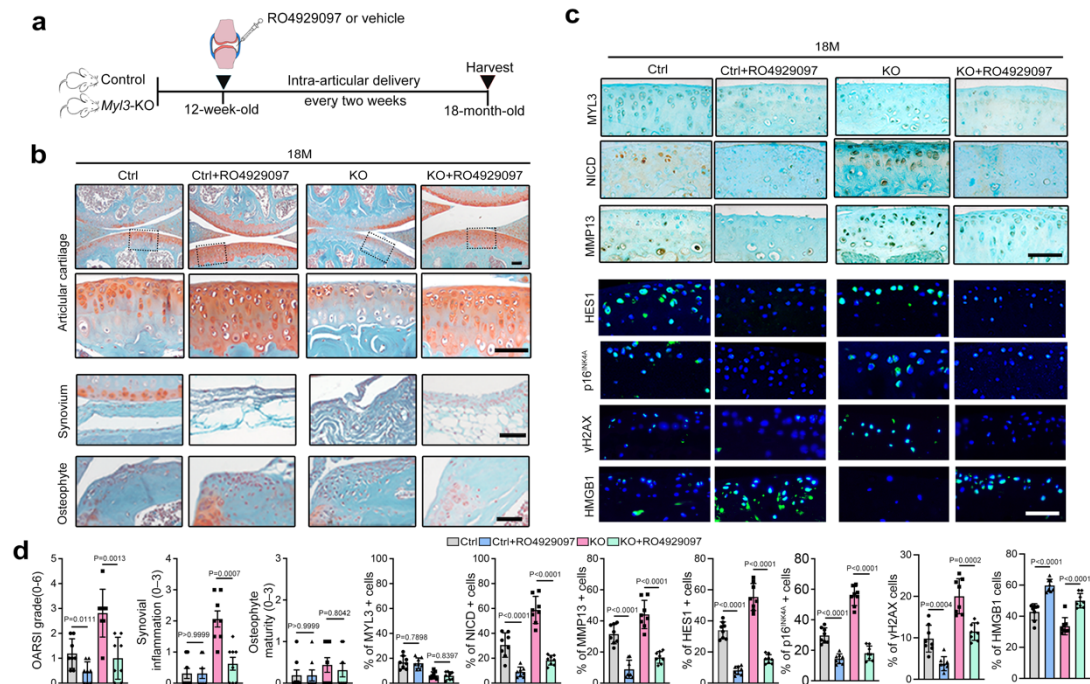

**Supplementary Figure 13: Inhibition of Notch signaling prevents MYL3 loss-enhanced chondrocyte catabolism in age-related OA.**

(a) Schematic illustration of RO4929097 or PBS delivery schedules in age-related OA model with control and *Myl3*-KO mice. (b) Safranin-O staining images and quantification of OARSI, synovial inflammation and osteophyte maturity scores, (c) images and quantification of IHC staining for MYL3, NICD and MMP13 and IF staining for HES1, p16<sup>INK4A</sup>, γH2AX and HMGB1 (d) in sagittal sections of joints from control or *Myl3*-KO mice treated with RO4929097 or vehicle intra-articular injections at 18 months. n = 8, bars = 50 μm. Data are all shown as means ± SD. P values are from two-tailed Mann-Whitney U-test (synovial inflammation scores, osteophyte maturity in d) and two-tailed unpaired t-test (remaining quantification). n indicates the number of biologically independent samples or mice per group.

Source data are provided as a Source Data file.

| <b>Supplementary Table 1 Top-regulated proteins in mouse cartilage (2M vs 12M)</b> |                       |                |
|------------------------------------------------------------------------------------|-----------------------|----------------|
| <b>Protein</b>                                                                     | <b>L12M/L2M Ratio</b> | <b>P Value</b> |
| <b>Down-regulated</b>                                                              |                       |                |
| Chondroadherin-like protein                                                        | 0.072566144           | 6.77046E-06    |
| Myosin light chain 3                                                               | 0.104858036           | 6.37052E-06    |
| Matrilin-3                                                                         | 0.134711892           | 3.19172E-06    |
| EGF-containing fibulin-like extracellular matrix protein 1                         | 0.143689296           | 3.39477E-06    |
| Collagen alpha-1(IX) chain                                                         | 0.188178383           | 1.19527E-06    |
| Serpin H1 OS=Mus musculus                                                          | 0.193523181           | 1.99203E-06    |
| Peptidyl-prolyl cis-trans isomerase FKBP10                                         | 0.19700577            | 1.98464E-05    |
| Collagen alpha-2(IX) chain                                                         | 0.197913587           | 2.84284E-07    |
| Peptidyl-prolyl cis-trans isomerase C                                              | 0.210569689           | 1.78986E-06    |
| Prolyl 4-hydroxylase subunit alpha-1                                               | 0.216737455           | 0.000239224    |
| <b>Up-regulated</b>                                                                |                       |                |
| Ig gamma-1 chain C region secreted form                                            | 7.406613912           | 0.000290942    |
| Immunoglobulin heavy constant gamma 2B                                             | 6.416236099           | 2.06575E-05    |
| Ig gamma-2A chain C region secreted form                                           | 5.878273063           | 1.26822E-05    |
| Leucine-rich repeat flightless-interacting protein 1                               | 4.712600886           | 0.002773091    |
| Fatty acid-binding protein 5                                                       | 3.98908218            | 3.38281E-06    |
| Immunoglobulin heavy constant mu                                                   | 3.075224876           | 3.48689E-06    |
| Chitinase-like protein 3 OS=Mus musculus                                           | 2.990573995           | 2.90576E-07    |
| Peptidoglycan recognition protein 1                                                | 2.918847987           | 0.000866945    |
| Dedicator of cytokinesis protein 8                                                 | 2.804471993           | 0.011982775    |
| Serine/threonine-protein kinase 10                                                 | 2.671812287           | 0.015861807    |

207  
208  
209  
210  
211  
212  
213  
214

**Supplementary Table 2 Top 20 up-regulated genes in mouse cartilage (Ctrl vs KO)**

| <b>Gene</b>         | <b>Log2(FC)</b> | <b>P Value</b> |
|---------------------|-----------------|----------------|
| <b>Up-regulated</b> |                 |                |
| <i>Gm14440</i>      | 10.86109        | 4.97E-28       |
| <i>Zfp993</i>       | 9.204571        | 0.000979       |
| <i>Cd72</i>         | 8.451211        | 0.000245       |
| <i>Pla2g4b</i>      | 8.228819        | 0.00049        |
| <i>Ccrl2</i>        | 7.965784        | 0.007823       |
| <i>Hvcn1</i>        | 7.78136         | 0.003913       |
| <i>Tmem200a</i>     | 7.714246        | 0.000979       |
| <i>Pcdha4</i>       | 7.569856        | 6.14E-05       |
| <i>Gm6502</i>       | 4.285402        | 0.003913       |
| <i>Adgrd1</i>       | 2.807355        | 1.02E-14       |
| <i>Gm2042</i>       | 2.676461        | 0.000919       |
| <i>Col4a2</i>       | 2.643856        | 0.000182       |
| <i>Cfh</i>          | 2.608809        | 8.12E-08       |
| <i>Ptgdr2</i>       | 2.584963        | 0.012969       |
| <i>Duox1</i>        | 2.5025          | 0.007406       |
| <i>Colca2</i>       | 2.428843        | 0.007406       |
| <i>Cdh15</i>        | 2.382003        | 5.17E-45       |
| <i>Slc3a1</i>       | 2.268489        | 0.004364       |
| <i>Hes1</i>         | 2.263776        | 5.27E-12       |
| <i>Etv5</i>         | 2.146841        | 5.42E-06       |

216

217

218

219

220

221

222

223

224

225

226

227

228

229

**Supplementary Table 3 Top 20 of Pathway Enrichment (Ctrl vs KO)**

| Pathway                                          | Q value  | P Value    |
|--------------------------------------------------|----------|------------|
| ECM-receptor interaction                         | 0.149397 | 0.00344948 |
| Protein digestion and absorption                 | 0.149397 | 0.00462909 |
| Thiamine metabolism                              | 0.149397 | 0.00565968 |
| Notch signaling pathway                          | 0.149397 | 0.00574604 |
| Regulation of lipolysis in adipocyte             | 0.174593 | 0.00839388 |
| Long-term depression                             | 0.184753 | 0.01065884 |
| Platelet activation                              | 0.20555  | 0.01383512 |
| Focal adhesion                                   | 0.219273 | 0.01686717 |
| Salivary secretion                               | 0.240408 | 0.02080454 |
| Tyrosine metabolism                              | 0.323053 | 0.03387938 |
| Circadian entrainment                            | 0.323053 | 0.03770245 |
| Intestinal immune network for IgA production     | 0.323053 | 0.03894907 |
| PI3K-Akt signaling pathway                       | 0.323053 | 0.04266408 |
| Axon guidance                                    | 0.323053 | 0.0434879  |
| Thyroid hormone signaling pathway                | 0.398025 | 0.0574074  |
| Vitamin B6 metabolism                            | 0.434203 | 0.06680038 |
| Regulation of actin cytoskeleton                 | 0.484763 | 0.07924008 |
| Apelin signaling pathway                         | 0.501746 | 0.08684067 |
| Drug metabolism - cytochrome P450                | 0.507491 | 0.09271477 |
| Glycosaminoglycan biosynthesis - keratan sulfate | 0.530385 | 0.1019972  |

230

231

**Figure 2**

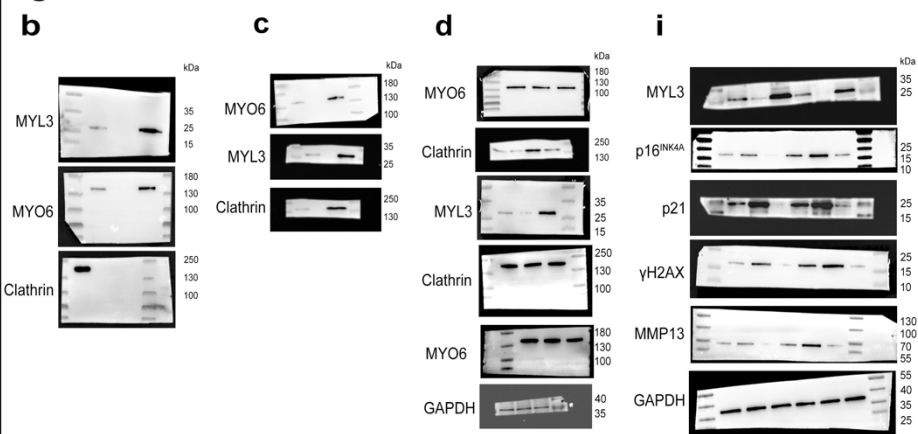

**Figure 5**

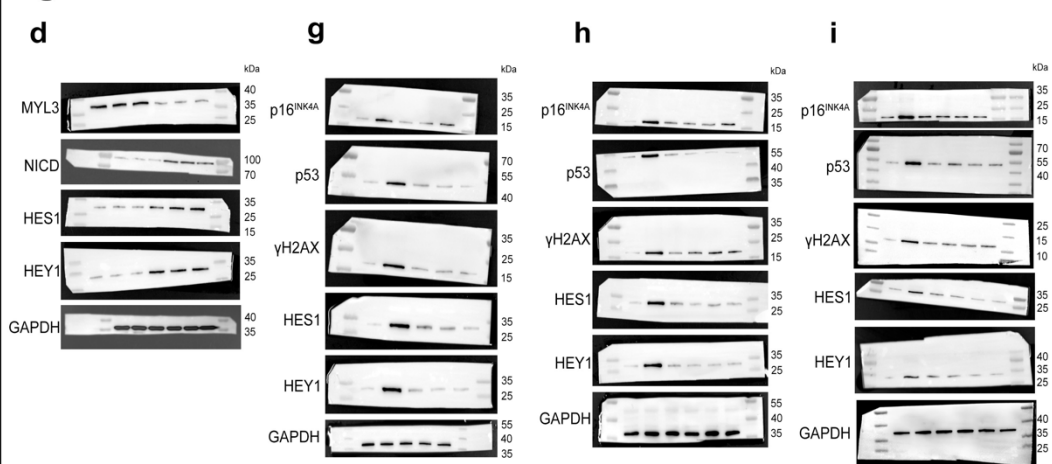

**Supplementary Figure 1**

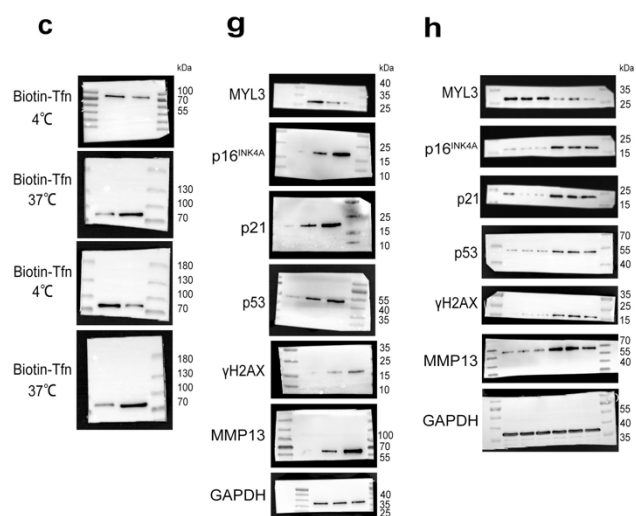

**Supplementary Figure 2**

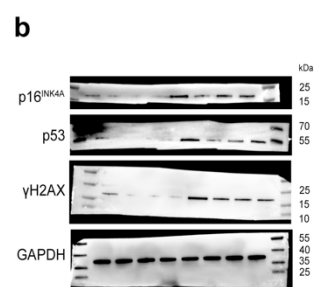

**Supplementary Figure 3**

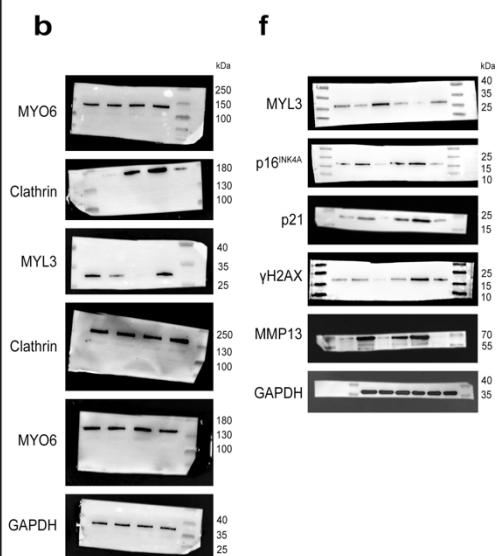

**Supplementary Figure 10**

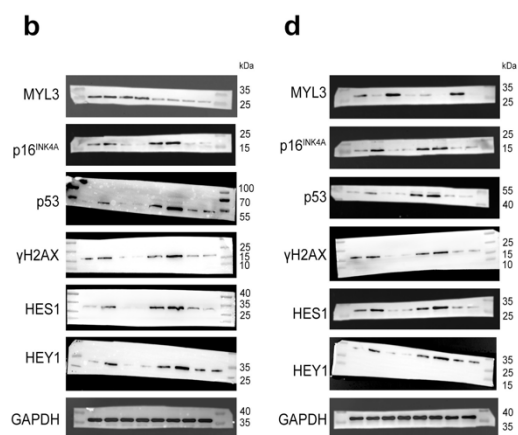

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: MYL3 protects chondrocytes from senescence by inhibiting clathrin-mediated endocytosis and activating of Notch signaling
**Source:** Nat Commun. 2023 Oct 4;14:6190. doi: 10.1038/s41467-023-41858-7
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | LightCycler® 96 software 1.1 used for quantitative polymerase chain reaction(QPCR), CellSens (v4.1) software used for sections imaging, FV10-ASW Viewer (v4.2) software used for sections and cells imaging, Tanon image (v1.0) software and geneSys (v1.8.5) used for imaging and data acquisition for western blot.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data analysis   | All data are presented as means ± SD using SPSS version 20.0 software, and graphs were generated using GraphPad Prism 8.0. Image Pro Plus (v6.0) software and Image J (v1.8) used for image analysis. RT-PCR data was analyzed in Microsoft Excel version 16.36. GO enrichment analysis was implemented using the GOSeq R Package and DAVID online tool ( <a href="https://david.ncifcrf.gov/">https://david.ncifcrf.gov/</a> ). Pathways of differentially expressed genes were analyzed using the KEGG database ( <a href="http://www.kegg.jp/kegg/">http://www.kegg.jp/kegg/</a> ) and GESA software (v4.0.3).The separated peptides underwent analysis by an Orbitrap Exploris 480 equipped with a nano-electrospray ion source. The MaxQuant search engine (v.1.6.15.0) was utilized to process the MS/MS data and generate the desired results. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The original RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE232325. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD044684. All other relevant data supporting the findings of this study are available within the article and its Supplementary Information file. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Human OA cartilage was obtained from patients undergoing total knee replacement surgery in the Department of Orthopedic Surgery at the Third Affiliated Hospital of Southern Medical University (Guangzhou, China) (n = 8; five males and three females). Control cartilage was collected from traffic incident victims with no history of arthritic disease (n = 5; three males and two females).

### Reporting on race, ethnicity, or other socially relevant groupings

Human OA cartilage was obtained from patients undergoing total knee replacement surgery in the Department of Orthopedic Surgery at the Third Affiliated Hospital of Southern Medical University (Guangzhou, China) (n = 8; aged 67 ± 2.03 years; five males and three females). OA was confirmed in X-ray images of the knee joint or in full-length X-ray images of both lower limbs. Control cartilage was collected from traffic incident victims with no history of arthritic disease (n = 5; aged 54 ± 8.48 years; three males and two females). Race or ethnicity was not used as a proxy for socioeconomic status. There was no self-selection bias in this study and each patient provided informed consent before human tissue samples were harvested.

### Population characteristics

Human OA cartilage was obtained from patients undergoing total knee replacement surgery in the Department of Orthopedic Surgery at the Third Affiliated Hospital of Southern Medical University (Guangzhou, China) (n = 8; aged 67 ± 2.03 years). Control cartilage was collected from traffic incident victims with no history of arthritic disease (n = 5; aged 54 ± 8.48 years).

### Recruitment

All patients were recruited at the Department of Orthopedic Surgery at the Third Affiliated Hospital of Southern Medical University (Guangzhou, China). Patients (n = 8; aged 67 ± 2.03 years; five males and three females) undergoing total knee replacement surgery were recruited. OA was confirmed in X-ray images of the knee joint or in full-length X-ray images of both lower limbs. The Patients (n = 5; aged 54 ± 8.48 years; three males and two females) with traffic incident victims with no history of arthritic disease were recruited to provide control cartilage. There was no self-selection bias in this study. Written informed consent was obtained from all subjects before human tissue samples were harvested.

### Ethics oversight

All studies were approved by the Medical Ethics Committee of The Third Affiliated Hospital of Southern Medical University. And each patient provided informed consent before human tissue samples were harvested.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample size for each experiment is indicated in the legend. Prior to commencing the study, no calculations for determining sample size were performed. Sample sizes were determined based on previous studies: PMID 36496445, 35140209, 32647171. Sample sizes were chosen to ensure an adequate statistical power based on size of effects observed and reaching statistical significance based on the available samples. All experiments were conducted on at least three independent biological replicates, including all histology and immunohistochemistry experiments.

### Data exclusions

No data was excluded.

### Replication

All experiments were performed in at least triplicate and reproducible across independent experiments. Western blot pictures are from a representative experiment and the number of independent repeats is clearly indicated in the figure legends. Number of biological replicates

are indicated in figures.

## Randomization

For in vitro experiments, cell cultures are randomly assigned to each experimental group. Wild type and transgenic mice were randomly assigned into each experimental group with various treatments. Randomization was performed when performing DMM surgeries on mice, with the surgeon unaware of the genotype of the mice. Littermate mice were ultimately compared based on genotype. All allocations were randomized in this study.

## Blinding

For the mice surgeries and intraarticular injections, the operators were blinded to the group information. The investigators used sample ID and were not given grouping information during data collection. For histological analysis, the investigation were blinded to the group information, including genotype, treatment or surgical condition of mice. WB, RT-PCR, IHC and IF were performed by participants other than the experiment designer.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

IHC or IF  
 peroxidase-conjugated affiniPure goat anti-mouse IgG (1:500, 115-035-003, Jackson ImmunoResearch, USA), peroxidase-conjugated affiniPure goat anti-rabbit IgG (1:500, 111-035-003, Jackson ImmunoResearch), anti-rabbit Alexa Fluor™ 488 (1:400, a11008, Invitrogen, USA), anti-rabbit Alexa Fluor™ 594 (1:400, a11012, Invitrogen), anti-mouse Alexa Fluor™ 488 (1:400, a21202, Invitrogen), anti-mouse Alexa Fluor™ 594 (1:400, a21203, Invitrogen), mouse monoclonal anti-MYL3 (1:200, MLM527, ab680; Abcam, Cambridge, UK), rabbit polyclonal anti-MYL3 (1:100, 10913-1-AP, Proteintech, Rosemont, IL, USA), mouse monoclonal anti-p16 (1:200, 2D9A12, ab54210, Abcam), rabbit polyclonal anti-p16 (1:200, A0262, Abclonal, Wuhan, CN), rabbit monoclonal anti-yH2AX (1:200, EP8542Y, ab81299, Abcam), rabbit polyclonal anti-HMGB1 (1:200, 10829-1-A, Proteintech), rabbit polyclonal anti-MMP13 (1:200, A1606, Abclonal), rabbit polyclonal anti-NICD (1:200, ab8925, Abcam), rabbit polyclonal anti-MYO6 (1:200, 26778-1-AP, Proteintech), rabbit polyclonal anti-MYO6 (1:200, ab230478, Abcam), rabbit polyclonal anti-clathrin (1:200, ab21679, Abcam), mouse monoclonal anti-clathrin (1:200, X22, ab2731, Abcam), mouse monoclonal anti-RAB5 (1:200, 3A4, ab66746, Abcam), mouse monoclonal anti-RAB7 (1:200, Rab7-117, ab50533, Abcam), rabbit monoclonal anti-HES1 (1:100, ARC0513, A0925, Abclonal)

Western blotting  
 peroxidase-conjugated affiniPure goat anti-mouse IgG (1:5000, 115-035-003, Jackson ImmunoResearch, USA), peroxidase-conjugated affiniPure goat anti-rabbit IgG (1:5000, 111-035-003, Jackson ImmunoResearch), rabbit polyclonal anti-MYL3 (1:1000, 10913-1-AP, Proteintech), rabbit polyclonal anti-p16 (1:1000, A0262, Abclonal), rabbit polyclonal anti-MMP13 (1:2000, A1606, Abclonal), rabbit polyclonal anti-p21 (1:2000, A1483, Abclonal), mouse monoclonal anti-p53 (1:2000, Clone 1C12, 2524S, Cell Signaling Technology, Danvers, USA), rabbit monoclonal anti-yH2AX (1:1000, EP8542Y, ab81299, Abcam), rabbit polyclonal anti-MYO6 (1:1000, 26778-1-AP, Proteintech), rabbit polyclonal anti-MYO6 (1:1000, ab230478, Abcam), rabbit polyclonal anti-Clathrin (1:1000, ab21679, Abcam), rabbit polyclonal anti-HEY1 (1:1000, A16110, Proteintech) and rabbit monoclonal anti-HES1 (1:1000, A0925, Abclonal).

### Validation

IHC or IF  
 peroxidase-conjugated affiniPure goat anti-mouse IgG (1:500, 115-035-003, Jackson ImmunoResearch, USA)  
<https://www.jacksonimmuno.com/catalog/products/115-035-003>  
 peroxidase-conjugated affiniPure goat anti-rabbit IgG (1:500, 111-035-003, Jackson ImmunoResearch)  
<https://www.jacksonimmuno.com/catalog/products/111-035-003>  
 anti-rabbit Alexa Fluor™ 488 (1:400, a11008, Invitrogen, USA)  
<https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11008>  
 anti-rabbit Alexa Fluor™ 594 (1:400, a11012, Invitrogen)  
<https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11012>  
 anti-mouse Alexa Fluor™ 488 (1:400, a21202, Invitrogen)  
<https://www.thermofisher.cn/cn/zh/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21202>  
 anti-mouse Alexa Fluor™ 594 (1:400, a21203, Invitrogen)  
<https://www.thermofisher.cn/cn/zh/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21203>

Polyclonal/A-21203

mouse monoclonal anti-MYL3 (1:200, MLM527, ab680; Abcam, Cambridge, UK)  
<https://www.abcam.cn/products/primary-antibodies/myosin-light-chain-3-antibody-mlm527-ab680.html>  
 rabbit polyclonal anti-MYL3 (1:100, 10913-1-AP, Proteintech, Rosemont, IL, USA)  
<https://www.ptgcn.com/products/MYL3-Antibody-10913-1-AP.htm>  
 mouse monoclonal anti-p16 (1:200, 2D9A12, ab54210, Abcam)  
<https://www.abcam.cn/products/primary-antibodies/cdkn2ap16ink4a-antibody-2d9a12-ab54210.html>  
 rabbit polyclonal anti-p16 (1:200, A0262, Abclonal, Wuhan, CN)  
<https://abclonal.com.cn/catalog/A0262>  
 rabbit monoclonal anti-γH2AX (1:200, EP8542Y, ab81299, Abcam)  
<https://www.abcam.cn/products/primary-antibodies/gamma-h2ax-phospho-s139-antibody-ep8542y-ab81299.html>  
 rabbit polyclonal anti-HMGB1 (1:200, 10829-1-A, Proteintech)  
<https://www.ptgcn.com/products/HMGB1-Antibody-10829-1-AP.htm>  
 rabbit polyclonal anti-MMP13 (1:200, A1606, Abclonal)  
<https://abclonal.com.cn/catalog/A1606>  
 rabbit polyclonal anti-NICD (1:200, ab8925, Abcam)  
<https://www.abcam.cn/products/primary-antibodies/activated-notch1-antibody-ab8925.html>  
 rabbit polyclonal anti-MYO6 (1:200, 26778-1-AP, Proteintech)  
<https://www.ptgcn.com/products/MYO6-Antibody-26778-1-AP.htm>  
 rabbit polyclonal anti-MYO6 (1:200, ab230478, Abcam)  
<https://www.abcam.cn/products/primary-antibodies/myo6-antibody-ab230478.html>  
 rabbit polyclonal anti-clathrin (1:200, ab21679, Abcam)  
<https://www.abcam.cn/products/primary-antibodies/clathrin-heavy-chain-antibody-ab21679.html>  
 mouse monoclonal anti-clathrin (1:200, X22, ab2731, Abcam)  
<https://www.abcam.cn/products/primary-antibodies/clathrin-heavy-chain-antibody-x22-ab2731.html>  
 mouse monoclonal anti-RAB5 (1:200, 3A4, ab66746, Abcam)  
<https://www.abcam.cn/products/primary-antibodies/rab5a-antibody-3a4-early-endosome-marker-ab66746.html>  
 mouse monoclonal anti-RAB7 (1:200, Rab7-117, ab50533, Abcam)  
<https://www.abcam.cn/products/primary-antibodies/rab7-antibody-rab7-117-late-endosome-marker-ab50533.html>  
 rabbit monoclonal anti-HES1 (1:100, ARC0513, A0925, Abclonal)  
<https://abclonal.com.cn/catalog/A0925>

WB

peroxidase-conjugated affiniPure goat anti-mouse IgG (1:5000, 115-035-003, Jackson ImmunoResearch, USA)  
<https://www.jacksonimmuno.com/catalog/products/115-035-003>  
 peroxidase-conjugated affiniPure goat anti-rabbit IgG (1:5000, 111-035-003, Jackson ImmunoResearch)  
 rabbit polyclonal anti-MYL3 (1:1000, 10913-1-AP, Proteintech)  
<https://www.ptgcn.com/products/MYL3-Antibody-10913-1-AP.htm>  
 rabbit polyclonal anti-p16 (1:1000, A0262, Abclonal)  
<https://abclonal.com.cn/catalog/A0262>  
 rabbit polyclonal anti-MMP13 (1:2000, A1606, Abclonal)  
<https://abclonal.com.cn/catalog/A1606>  
 rabbit polyclonal anti-p21 (1:2000, A1483, Abclonal)  
<https://abclonal.com.cn/catalog/A1483>  
 mouse monoclonal anti-p53 (1:2000, Clone 1C12, 2524S, Cell Signaling Technology, Danvers, USA)  
[https://www.cellsignal.cn/products/primary-antibodies/p53-1c12-mouse-mab/2524?site-search-type=Products&N=4294956287&Ntt=2524s&fromPage=plp&\\_requestid=47930](https://www.cellsignal.cn/products/primary-antibodies/p53-1c12-mouse-mab/2524?site-search-type=Products&N=4294956287&Ntt=2524s&fromPage=plp&_requestid=47930)  
 rabbit monoclonal anti-γH2AX (1:1000, EP8542Y, ab81299, Abcam)  
<https://www.abcam.cn/products/primary-antibodies/gamma-h2ax-phospho-s139-antibody-ep8542y-ab81299.html>  
 rabbit polyclonal anti-MYO6 (1:1000, 26778-1-AP, Proteintech)  
<https://www.ptgcn.com/products/MYO6-Antibody-26778-1-AP.htm>  
 rabbit polyclonal anti-MYO6 (1:1000, ab230478, Abcam)  
<https://www.abcam.cn/products/primary-antibodies/myo6-antibody-ab230478.html>  
 rabbit polyclonal anti-Clathrin (1:1000, ab21679, Abcam)  
<https://www.abcam.cn/products/primary-antibodies/clathrin-heavy-chain-antibody-ab21679.html>  
 rabbit polyclonal anti-HEY1 (1:1000, A16110, Proteintech)  
<https://abclonal.com.cn/catalog/A16110>  
 rabbit monoclonal anti-HES1 (1:1000, A0925, Abclonal)  
<https://abclonal.com.cn/catalog/A0925>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

All animal experiments were approved by the Animal Care and Use Committee of Southern Medical University (Guangzhou, China). Twelve-week-old male C57BL/6J mice used for the experimental OA and 6-, 15- and 18-month-old male C57BL/6J mice used for aged-OA studies were purchased from the Laboratory Animal Center of Southern Medical University. For the Myl3-flox mice, embryonic stem cell clone (Clone NO. HEPD0622\_5\_G02) was purchased from Cambridge-Suda (Cam-SU) Genomic Resource Center (Suzhou, China). Germline-transmitting chimeric mice were produced by Shanghai Model Organisms Center Inc. (Shanghai, China). The Col2a1-cre mouse line was a generous gift from Dr Xiao Yang (Academy of Military Medical Sciences, Beijing, China), and Col2a1-CreERT2 mice (Stock Number: 006774) were obtained from Jackson Laboratories (Bar Harbor, ME, USA). All mice were kept on the C57BL/6J background and maintained in a standard, specific-pathogen-free facility of the Laboratory Animal Research Center of Southern Medical University. Col2a1-Cre; Myl3flox/flox mice were designated Myl3-KO, Col2a1-CreERT2; Myl3flox/flox mice were designated

Myl3-iKO and control littermates (Myl3flox/flox) were referred to as controls. Twelve-week-old male transgenic mice were used for the experimental OA and 6-, 15- and 18-month-old male transgenic mice were used for aged-OA studies. All C57BL/6J and transgenic mice were housed in a specific-pathogen-free (SPF)-level animal room with five or fewer mice per cage. Mice had free access to food and water. All mice were maintained under circulating air, constant temperature (20-26?) and a humidity of 50%-60% with a 12-hour light/dark cycle. Myl3-iKO mice and littermate control mice were intraperitoneally injected with 0.1 mg/g body weight tamoxifen (Sigma-Aldrich, CAS # 10540-29-1) dissolved in corn oil for 5 consecutive days at 11 weeks of age, and were subjected to DMM surgery at 12 weeks of age. The knees were harvested at 6 or 10 weeks after DMM surgery or at 3 or 15 months after the first injection, and subjected to histological and biochemical analyses.

**Wild animals**

The study did not involve wild animals

**Reporting on sex**

The spontaneous osteoporosis which occurs in old female mice could affect the subchondral bone, which is also an important characteristic in OA pathology. To avoid this, we use male mice in our study, according other similar studies in chondrocyte senescence. To generate male Col2a1-CreERT2; Myl3flox/flox mice, male Myl3flox/flox mice were mated with female Col2a1-CreERT2 mice to produce Col2a1-CreERT2; Myl3flox/+mice, which were then mated with Myl3flox/flox mice. The number of mice used was provided in the figure legends.

**Field-collected samples**

This study does not include field-collected samples.

**Ethics oversight**

All experimental procedures involving mice were approved by The Southern Medical University Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

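RNA sequencing of primary chondrocytes from newborn mice was analysed, with 1 control library and 1 *Myl3*-KO library. The authors deposited expected counts, which are estimated reads per gene without normalization, of which 1438 in the control and 1388 in *Myl3*-KO were not whole numbers. Beside them the authors deposited FPKM values, which scale the reads of a gene by its length and by the library, rounded to few decimals. The paper's text names neither the aligner, the counting tool, the genome build nor the strand used in counting. The rows of the table were 21910 genes with an Ensembl identifier and 246 assembled loci without one, and 834 had no symbol. The table names the control column NC, and it was taken as the control because the other column is named KO.

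The library totals were 17612434.91 expected counts in the control and 13477976.98 in *Myl3*-KO, and the 10 most abundant genes took 5.34% and 6.21% of them. A count of 3 was taken as the floor. Expected counts were rounded to whole numbers for the two-sided exact binomial test and for the Clopper-Pearson intervals, and the log2 ratios used the unrounded values. The test covered the 12431 genes with at least 10 counts over both libraries and left out 9725, with Benjamini-Hochberg adjustment over the genes tested. With 1 library per genotype, edgeR's quasi-likelihood test and DESeq2's test have no residual degrees of freedom and were not run. No p-value was computed across genes.

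For a gene list, the median log2 ratio was set among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. For the Notch signaling pathway, taken from the pathway column of the deposited table, the random lists were drawn from the 4294 genes tested with a pathway annotation, and for all other lists from all genes tested. The counting interval of a median comes from 1000 redraws of the counts. The other lists were Notch pathway and Notch target genes, clathrin-mediated endocytosis, senescence and secreted factors, proliferation, chondrocyte, fibroblast, muscle, immune, endothelial and erythroid genes, immediate early genes, ERK targets, neighbours of *Myl3*, the genes of Supplementary Table 2, Y chromosome genes, *Xist*, and *Nnt* as a marker of the mouse substrain. The lists, the main settings, most of the alternatives and the rule for named genes were set before the data were examined. A list of low-oxygen and glycolysis genes and further alternatives were added afterwards, and the text says so where they are used.

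The genes named are those the paper names from the RNA sequencing or its quantitative PCR, the genes of Supplementary Table 2, *Cdkn1a*, *Mmp13*, *Myo6* and *Cltc*, members of the lists, genes within 500 kb of *Myl3*, and the 5 called genes with the lowest p in each direction. Genes outside this rule are said to be chosen after their values were seen, and genes named only because they overlap or share sequence with a called gene fall outside it too. Of the 28 genes within 500 kb of *Myl3*, 16 were tested and 0 were called. *Ccrl2* of Supplementary Table 2, on chromosome 9 from 111054486 to 111057519, also lies within this distance. It went from 0 counts in the control to 7 in *Myl3*-KO and was not tested, so the 0 does not cover it.

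Coordinates, biotypes and transcripts were taken from GENCODE M21 on GRCm38, which may differ from the annotation the authors used. It held 21881 of the Ensembl identifiers, of which 21766 are protein coding there. Genes that overlap another counted gene on either strand were listed, since the counting could have split reads between them.

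The alternatives were scaling by TMM factors or DESeq2 size factors, no filter on low counts or at least 10 counts in each library, edgeR's exact test with a preset coefficient of variation of 0.1, 0.2 or 0.4 or with one taken from the spread of 3407 well-counted genes (0.0954), other limits on the p and the ratio, 1 count added to each library, and the FPKM ratio with 0 replaced by 0.001. The scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.

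The test was tried on simulated data, in which 200 genes were changed by a log2 ratio of 3. With counting noise alone, 200 of 200 were recovered with 4 other genes called among 12443 tested. With a coefficient of variation of 0.2 added, 195 of 200 were recovered with 14 other genes called among 12436 tested. Simulated changes were of one size and were placed only in genes above a minimum expected count in each library. These shares therefore do not describe genes with few counts. Protein, imaging and quantitative PCR measurements of the paper were not analysed here. The result of 1 gene is not reported here.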

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

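For the low-oxygen and glycolysis genes, the list itself and the tests on oxygen and on GC content were chosen only after the result was seen, as were the tests on depth for both results below. The depth tests replaced a thinning of the control library, which keeps the expected ratio of each gene and could not have moved these medians.

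The first result lies in genes the paper does not discuss. *Ldha* went from 27835 to 13792 counts (log2 ratio -0.63), *Pgk1* from 26964 to 13764 (-0.58) and *Ankrd37* from 178 to 41 (-1.73), and these 3 genes were chosen after their values were seen. A list of other low-oxygen and glycolysis genes was then written, when the values of some of them may have been seen too. Its 29 genes tested, with *Aldoa* counted under 2 identifiers, had a median log2 ratio of -0.38 (counting interval -0.43 to -0.34), with 25 lower and 4 higher in the library labelled *Myl3*-KO, and -0.41 with TMM scaling. This was at percentile 0 of matched random lists, 95% of which had medians between -0.10 and 0.10. A difference in depth is argued against, since the upper end of the counting interval, -0.34, lies below the random lists of like expression, which depth would move alike. GC content and gene length are argued against as the whole cause, since the median was -0.38 after the median of each bin of GC and length was subtracted. A lower response to low oxygen in the *Myl3*-KO culture is a candidate explanation, at percentile 0, but the list was built from the pattern it tests. Pathways of the table set beside it afterwards moved less. The 42 genes of glycolysis and gluconeogenesis had a median of -0.13 (place 166 of 179 pathways by median) and the 88 of HIF-1 signaling one of -0.03 (place 133). With 1 library per genotype, a difference between the 2 cultures other than the genotype, such as density or time in culture, cannot be told apart from an effect of *Myl3* deletion, and the genotype stays open and untested.

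The other result is a fall of proliferation genes, which the paper does not report from the RNA sequencing. The 16 genes of this list had a median log2 ratio of -0.29 (counting interval -0.32 to -0.24), and -0.31 with TMM scaling, at percentile 0 of matched random lists, 95% of which had medians between -0.13 and 0.09. *Cdk1* had a log2 ratio of -0.52, *Top2a* one of -0.34 and *Mki67* one of -0.02. After the correction for GC content and gene length the median was -0.23, with 0 of the 16 genes higher, and the upper end of the counting interval at -0.24 lies below the random lists of like expression, so neither GC content nor depth accounts for the whole fall. Looked up afterwards, the 119 genes of the cell cycle pathway had a median of -0.11 (place 163 of 179). Slower growth of the *Myl3*-KO cells is a hypothesis. With 1 library per genotype, a difference between the 2 cultures other than the genotype may give the same fall and cannot be told apart from it.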

How the results depend on the processing

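The numbers of called genes depended most on the limit of the ratio and on the filter for low counts. Against 31 genes higher and 6 lower, at least 10 counts in each library left 4 and 0, a consequence of the filter, which removes genes near the floor from the test. With a limit of 1 on the log2 ratio, 182 were higher and 66 lower at an unadjusted p under 0.05, and 143 and 49 at an adjusted p under 0.05. The coefficient of variation of 0.4 in edgeR's exact test left 18 genes higher, each of them among the 31. With 1 count added to each library 11 genes were lower, of which 4 were among the 6, and with the FPKM ratio 18 were lower, of which 5 were among the 6. Why the FPKM ratio called more genes lower was not tested. TMM and DESeq2 factors shifted every log2 ratio by -0.03 and -0.02 and left 30 genes higher and 6 lower in both cases. Leaving out the filter changed neither number, since with whole counts under 10 a fold against the floor does not reach the limit.

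Of the called genes, 83.8% were higher. This share was 83.3% with TMM or DESeq2 factors, 71.8% with 1 count added, 67.3% with the FPKM ratio, 73.4% with the limit of 1 and 100% with at least 10 counts in each library.

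Further settings were chosen after seeing the data, all with edgeR's exact test on unrounded counts and the FPKM ratio. With a coefficient of variation of 0.01 and no filter, 47 genes were higher and 28 lower at an unadjusted p under 0.05 and a log2 ratio of at least 2, a share of 62.7%. At an adjusted p under 0.05 and a log2 ratio of at least 1 there were 108 and 40 (73.0%). With a coefficient of variation of 0.03, Ensembl genes only, an adjusted p under 0.1 and a log2 ratio over 1 there were 99 and 43 (69.7%). These settings shared 30, 28 and 23 of the 31 genes called higher and 5 of the 6 called lower.

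*Hes1* was called under all 13 alternatives, with log2 ratios of 2.21 to 2.26 and an exact p of at most 0.0166, under the coefficient of variation of 0.4. *Myl3* gave no value under any alternative, since it had 0 counts in both libraries. Over the 35 single genes followed, 360 of 375 alternative values with a tested gene kept their direction and their call, 8 of 6 genes lost the call, 6 of 3 genes (*Hey1*, *Jag1* and *Notch1*) gained it with the limit of 1, and 1 reversed. The last is *Cltc*, whose log2 ratio of 0.03 became -0.00118 with TMM factors, by the shift of all genes alike. These values leave out genes that a filter removes from the test. At least 10 counts in each library left 3 of the 17 called genes of Supplementary Table 2.

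With the limit of 1, 3 Notch signaling genes were called in place of 1. The median of the Notch signaling genes was 0.15 with TMM factors, 0.18 with at least 10 counts in each library, and 0.19 over a separately written list of Notch pathway genes (49 genes, percentile 100), a pathway the paper picked from these libraries. Of the other lists, those with few counts moved most when at least 10 counts in each library were required, which removes genes from them. The endothelial genes went from -0.61 over 2 genes to -1.61 over 1, the muscle genes from 0.29 to 0.99, the ERK targets from 0.34 to 0.15, the Notch targets from 0.86 to 0.64 and the immediate early genes from 0.13 to 0.03. The median of the senescence genes moved from -0.16 to -0.18 with TMM factors, by that factor's shift of all genes. The fibroblast list's median changed sign with it, from 0.02 to -0.00486. The place of the Notch signaling pathway by median was 6, and 5 of 177 pathways with at least 10 counts in each library, an alternative chosen after seeing the data. The lists of erythroid, Y chromosome and *Xist* genes gave no value, since none of their genes was tested.

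No paired analysis was possible because there is 1 library per genotype. For the same reason no alternative speaks to the spread between cultures. Depth limits the genes near the floor, for which a difference of a few reads decides a call.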

Differences from the paper's values

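The paper gives 142 differentially expressed genes, 99 higher and 43 lower in *Myl3*-KO. At the limits drawn in Fig. 5a, 37 genes were called here, 31 higher and 6 lower. Of the alternatives set before the data were examined, an adjusted p under 0.05 with a log2 ratio of at least 1 came within 1.5 times of the paper's numbers, with 192 genes, 143 higher and 49 lower, and none of the others did. The nearest of the others on the side of more genes was an unadjusted p under 0.05 with a log2 ratio of at least 1, with 248 genes, 182 higher and 66 lower. Settings chosen after seeing the values came closer. With edgeR's exact test at a coefficient of variation of 0.01 on unrounded counts, the FPKM ratio, no filter, an adjusted p under 0.05 and a log2 ratio of at least 1, there were 148 genes, 108 higher and 40 lower. A search over 12000 combinations of scaling, coefficient of variation, filter, ratio and limits, also made after seeing the values, found 1 that gave the paper's numbers in both directions. It used a coefficient of variation of 0.03, Ensembl genes only, an adjusted p under 0.1 and a log2 ratio over 1, and is not stated in the paper. Some further settings outside this search, run for the same purpose, did not give the paper's numbers. With so many combinations tried, 1 match does not show which setting the authors used.

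The paper shows about 3 Notch signaling genes among its differentially expressed genes in Fig. 5b, read by eye, and 1 was called here. Of the alternatives set before the data were examined, the limit of 1 on the log2 ratio at an unadjusted p under 0.05 gave 3 (*Hes1*, *Notch1* and *Jag1*), and TMM factors, at least 10 counts in each library and the separately written list gave 1.

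The fold changes of Supplementary Table 2 are on the scale of the FPKM ratio with 0 replaced by 0.001, on which all 20 match, so for genes at 0 in the control they lie above the values against the floor given here (for *Gm14440* the paper's log2 value is 10.86, and here it is at least 5.20). The paper's p-values in that table lie within 1% of those of edgeR's exact test at a coefficient of variation of 0.01 on unrounded counts, for 20 of 20 genes. That setting was chosen after seeing the values and differs from the one that gave the paper's numbers of genes.

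The paper lists *Ccrl2*, *Hvcn1* and *Gm6502* as upregulated, and they were not called here under any of the alternatives set before the data were examined. They were called with a coefficient of variation of 0.01, the FPKM ratio, no filter, an unadjusted p under 0.05 and a log2 ratio of at least 2, which called all 20, and with the other settings chosen after seeing the values, which called 19 of the 20, all but *Ptgdr2*. The paper presents its table as the most significantly upregulated genes. Of the 20 genes called higher here with the lowest p, 12 are in that table, and of all genes called higher, 14 are not in it, 6 of them assembled loci.

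By quantitative PCR in *Myl3*-KO chondrocytes, the paper finds p16 and p53 higher (Fig. 5c), and it describes higher p21 expression in these cells. In these libraries *Cdkn2a*, which encodes p16 and another protein, had a log2 ratio of -0.04 (95% interval -0.09 to 0.00). Its count is for the whole gene and does not separate the p16 transcript, so it is not a like measure to the PCR. *Cdkn1a*, which encodes p21, had a log2 ratio of -0.49 (-1.64 to 0.59), and *Trp53* was higher at 0.30 (0.13 to 0.47) without being called. *Myl3*, which the paper also measured by quantitative PCR, had 0 counts in both libraries.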

Other observations

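The tests on scaling by library totals, *Gm14440*, the cartilage matrix genes, *Myl3*, *Hes1* and *Cdh15* were chosen only after the result was seen, and the *Gm14440* test replaced an earlier one on the whole zinc finger cluster that could not tell the outcomes apart. For the Notch target, immediate early and ERK lists, the limits that decide the tests were also reset after their percentiles were seen.

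More genes were called higher than lower in the library labelled *Myl3*-KO (83.8%). Thinning the control library to the *Myl3*-KO total left a median of 80% over 100 draws (62.5% to 89.7%), which argues against depth. With TMM factors the share was 83.3%, and a shift of all log2 ratios by 0.27 would be needed for equal numbers. After a correction for GC content and gene length, which had values for 98.1% of the genes tested, it was 83.9% (26 higher, 5 lower). Drawing both libraries from the pooled counts gave at most 11 called genes over 100 draws and a median of 5, so counting noise alone does not give the 37. A difference between the cultures or between the genotypes stays open, and neither was tested with 1 library of each.

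*Gm14440* was counted in *Myl3*-KO only. Reads shared with a near-identical gene are a candidate explanation, since *Gm14288* holds 100% of its 31-base words and fell by 1.60 on the log2 scale, and the sum of the 2 genes had a log2 ratio of -0.0340. No other gene of the cluster holds more than 49.6%. The first test, on the sum over the 45 genes of the cluster, gave a log2 ratio of 0.07, but the counts of *Gm14440* are too few to move that sum.

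Genes of the cartilage matrix were near 0 in both libraries. *Acan*, *Matn1*, *Matn3* and *Hapln1* had 0 counts in each, *Col2a1* had 30 counts in the control and 27 in *Myl3*-KO, and *Sox9* had 866 and 480. Of the 19 chondrocyte genes with a row, 8 were at or under 3 counts in both libraries, and the 9 tested had a median log2 ratio of 0.10 (percentile 60.3). Depth was not too low to count them, since 11683 genes had at least 10 counts in each library. Blood, immune or endothelial cells in place of chondrocytes are argued against, since 66.7% of the genes of those lists (18 of 27) were at or under 3 counts in both. Loss of the chondrocyte state in monolayer culture may give this pattern, and the fibroblast collagens *Col1a1*, *Col1a2* and *Col3a1* summed to 14741 CPM in the control. Of the 12 fibroblast genes, however, 9 were tested, and 2 (*Thy1* and *Fap*) were at or under 3 counts in both libraries. RNA of another cell source in both libraries would leave the same 8 genes at the floor. These cannot be told apart without a library of fresh cartilage. The 4 Y chromosome genes had 0 counts over both libraries, *Xist* has no row, and no biological explanation was tested.

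*Myl3* had 0 counts in both libraries, so a swap of the labels cannot be told apart from the labels as given, for which the value that would decide is 0. Reads assigned to *Pth1r*, which overlaps it, stay open as an explanation, since the log2 ratio of *Pth1r* was -0.32 with an interval that includes both 0 and a fall by 1.

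For *Hes1*, counting noise is argued against by the lower end of its interval at 1.55. Other accounts of its rise were set against gene lists. The other Notch target genes had a median of 0.64 at percentile 99.7, over 5 genes of which 3 rose, and a counting interval of -0.18 to 1.16 that reaches below the top 5% of random lists. The immediate early genes were at percentile 69.6 (median 0.13, counting interval -0.04 to 0.37), and the ERK targets, which include *Etv5* of Supplementary Table 2, at 94.2 (median 0.34, 0.10 to 0.66). With at least 10 counts in each library, the ERK targets were at percentile 67.9 over 8 genes and the immediate early genes at 38.0 over 10, while the Notch targets with *Hes1* were at 99.9 over 5. By their counting intervals none of the lists decides, so a Notch response, a serum response and an ERK response cannot be told apart here as the source of the rise. *Egr1* had a log2 ratio of 1.10 and *Etv4* one of 1.90.

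*Cdh15*, the gene with the lowest p, is also a muscle gene. Muscle cells in the *Myl3*-KO library are argued against, since 76.2% of the other muscle genes (16 of 21) were at or under 3 counts in both libraries. *Tnnt2* rose from 19 to 47 counts. The muscle list's median was 0.29 over 5 genes (percentile 72.8) and 0.99 over the 4 with at least 10 counts in each library (percentile 99.8), with *Cdh15* itself in both. That second value is in the direction of a rise of muscle genes, over few genes.

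Some genes behind protein and tissue claims of the paper were counted. *Cdkn2a* had 8647 counts in the control and 6417 in *Myl3*-KO, *Cdkn1a* 22 and 12, *Trp53* 579 and 545, *Mmp13* 2 and 4, *Hmgb1* 21088 and 13557, and *Myo6* 685 and 715, a log2 ratio of 0.45. The list of senescence and secreted factor genes, 16 of 21 tested, had a median log2 ratio of -0.16 (counting interval -0.18 to -0.01) at percentile 1.33 of matched random lists. Within it *Il6* had a log2 ratio of 1.47 and *Igfbp3* one of -0.32. The list also holds *Hmgb1* at -0.25, and the paper reports lower nuclear HMGB1 protein beside higher senescence markers. The median thus mixes markers of unlike expected direction, and its low percentile is no measure of less senescence. The cellular senescence pathway of the table, looked up afterwards, had 149 genes and a median of -0.00480.

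Of the remaining lists, the fibroblast genes had a median of 0.02 (percentile 63.6), with *Dcn* at -1.64 and *Lum* at -1.36. The immune genes had 0.22 (55.6, 5 genes), the endothelial genes -0.61 (8.75, 2 genes), the neighbours of *Myl3* 0.16 (81.2) and *Nnt* 0.23 (90.9). The genes of Supplementary Table 2 had 2.38 (percentile 100), but the paper picked them from these libraries. *Cdh15*, *Cd72*, *Hvcn1*, *Ccrl2*, *Etv5* and *Hes1* stand both in that table and in another list, and *Sox9* is both a chondrocyte and a Notch target gene. The erythroid genes were at or under 3 counts in both libraries.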
